# Transcriptome analysis of coding and long non-coding RNAs highlights the regulatory network of cascade initiation of permanent molars in miniature pigs

**DOI:** 10.1186/s12864-017-3546-4

**Published:** 2017-02-10

**Authors:** Fu Wang, Yang Li, Xiaoshan Wu, Min Yang, Wei Cong, Zhipeng Fan, Jinsong Wang, Chunmei Zhang, Jie Du, Songlin Wang

**Keywords:** Cascade initiation, Additional molar, Gene expression profiling, LincRNA, Diphyodont, Miniature pig

## Abstract

**Background:**

In diphyodont mammals, the additional molars (permanent molars) bud off from the posterior-free end of the primary dental lamina compared with successional teeth (replacement teeth) budding off from the secondary dental lamina. The diphyodont miniature pig has proved to be a valuable model for studying human molar morphogenesis. The additional molars show a sequential initiation pattern related to the specific tooth development stage of additional molars in miniature pigs during the morphogenesis of additional molars. However, the molecular mechanisms of the regulatory network of mRNAs and long non-coding RNAs during sequential formation of additional molars remain poorly characterized in diphyodont mammals. Here, we performed RNA-seq and microarray on miniature pigs at three key molar developmental stages to examine their differential gene expression profiles and potential regulatory networks during additional molar morphogenesis.

**Results:**

We have profiled the differential transcript expression and functional networks during morphogenesis of additional molars in miniature pigs. We also have identified the coding and long non-coding transcripts using Coding-Non-Coding Index (CNCI) and annotated transcripts through mapping to the porcine, Wuzhishan miniature pig, mice, cow and human genomes. Many new unannotated genes plus 450 putative long intergenic non-coding RNAs (lincRNAs) were identified. Detailed regulatory network analyses reveal that WNT and TGF-β pathways are critical in regulating sequential morphogenesis of additional molars.

**Conclusions:**

This is the first study to comprehensively analyze the spatiotemporal dynamics of coding and long non-coding transcripts during morphogenesis of additional molars in diphyodont mammals. The miniature pig serves as a large model animal to elucidate the relationship between morphogenesis and transcript level during the cascade initiation of additional molars. Our data provide fundamental knowledge and a basis for understanding the molecular mechanisms governing cascade initiation of additional molars, but also provide an important resource for developmental biology research.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3546-4) contains supplementary material, which is available to authorized users.

## Background

Similar to most diphyodont mammals, humans have a deciduous (primary) set of 20 teeth and a permanent set of 28-32 teeth. There are two types of permanent teeth, successional teeth, which replace primary teeth, and additional teeth (permanent molars), which develop behind the deciduous dentition without a primary predecessor. The successional teeth arise from the extension of the dental lamina on the lingual aspect of the deciduous teeth, and additional molars bud off from the posterior extension of the dental lamina. The number of additional molars varies among mammals. There are three additional molars in each quadrant in humans: the first molar (M1), second molar (M2) and third molar (M3). M3 shows more evolutionary variation in morphology, size, number (2 or 3) and location. Moreover, the process of additional molars from initiation to final eruption in humans takes a long time, from 6 (without the third molar) to 12 (with the third molar) years in different individuals.

The detailed early morphogenesis patterns of additional molars in diphyodont mammals remained unknown until very recent observations in the ferret (*Mustela putorius furo*), which has a heterodont and diphyodont dentition, very similar to humans except with only two additional molars (M1 and M2) in each quadrant. This recent work has shown that the first additional molar buds off from the posterior-free end of the primary dental lamina, in contrast to successional teeth budding off from the secondary dental lamina [1]. We recently uncovered similar patterns during early diphyodont morphogenesis in Chinese miniature pigs [2], suggesting that they are evolutionarily conserved in most diphyodont mammals. This sequential initiation in the mandible ramus related to the specific tooth development stage of additional molars in miniature pigs further indicates that dental lamina without disruption may play a key role during the morphogenesis of additional molars [2]. Our current understanding of the molecular mechanisms controlling tooth development is mostly obtained from studies in mice, which have only one set of non-replaced dentition, different from humans. For this reason, the molecular mechanisms of controlling the spatiotemporal initiation patterns of additional molars, the role of dental lamina in additional molar morphogenesis and the variation of fate determination between successional and additional teeth in diphyodont mammals remain largely unknown.

A diphyodont mammal resembling humans is required for fully understanding the morphogenesis and odontogensis of additional molars. Increasing evidence indicates that the miniature pig, a typical diphyodont mammal that also has three additional molars in each quadrant [2–4], could serve as an excellent pre-clinical alternative experimental model for studying tooth development [5, 6]. Recently, the porcine genome project was completed [7] and the genome sequence of the Wuzhishan miniature pig published [8, 9]. We have identified the stage-specific differential gene expression profiling and functional network during early morphogenesis of successional tooth development and its primary counterpart in miniature pigs [10]. These advances provide the necessary tools and expertise for dissecting developmental mechanisms between the secondary teeth and additional molars.

Here, the miniature pig serves as a large model animal to elucidate the relationship between morphogenesis and gene expression during the cascade initiation of additional molars. Using deep sequencing methods and microarray, we have profiled the differential transcript expression and functional networks during morphogenesis of additional molars in miniature pigs. We also have identified the coding and long non-coding transcripts using CNCI and annotated transcripts through mapping to the porcine, Wuzhishan miniature pig, mice, cow and human genomes. Our study offers a framework of dynamic gene expression profiling during morphogenesis of additional molars in miniature pigs and provides the molecular bases for understanding mechanisms controlling the initiation cascade of additional molars.

## Results

### Developmental patterns of additional molars

Our previous study showed that mandibular additional molar morphogenesis in miniature pigs initiates from the distal extension of the primary dental lamina developing posterior to the third deciduous molar (designated as the additional dental lamina), which differed from replacement teeth derived from secondary dental lamina [2]. We further identified an interesting sequential initiation pattern of additional molars in the mandible ramus related to spatiotemporal morphogenesis, where M2 initiated from the posterior-free end of the dental lamina over the M1 at E60 when the M1 progressed to the late bell stage. Similarly, M3 budded off from the posterior-free end of the dental lamina over M2, which reached bell stage at PN20 (Fig. 1). We observed that the dental lamina maintained integrity without disruption during additional molar morphogenesis, suggesting spatiotemporal control of molar morphogenesis [2]. Additional molar germs from E50, E60 and E70 were chosen, respectively, as three key stages to identify the differentially expressed profiling during morphogenesis of additional molars to determine the spatiotemporal control mechanisms of cascade initiation of these molars. We chose the E50 stage corresponding to M1 at cap stage without M2 initiation and the E60 stage targeting M1 at bell stage followed by M2 initiation. We also chose E70 as a reference, when M1 progresses to late bell stage but M2 changes little. Total RNA was isolated from additional molar germs at special development stages in the mandible. The transcriptome bioinformatics pipeline using sequencing and microarray revealed the regulatory network of cascade initiation of additional molars in miniature pigs (Additional file 1: Fig. S1).

**Fig. 1:**
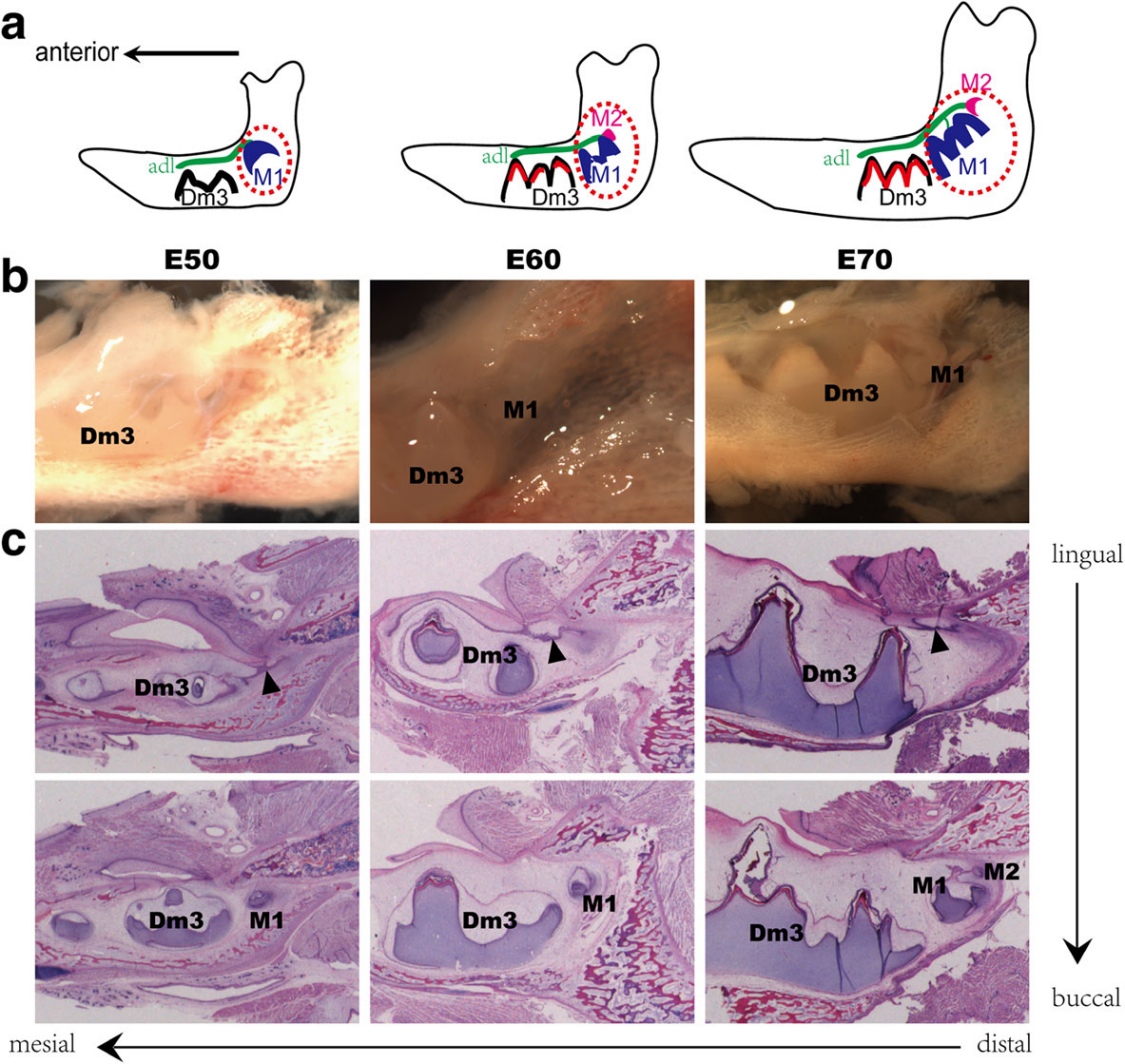
Sequential initiation pattern of mandibular additional molar during morphogenesis in the miniature pig. **a** Schematic representation of additional molar germs (dashed lines) in mandible dissected from E50, E60 and E70 miniature pig embryos for transcriptome analysis, showing a sequential initiation pattern. **b** Macro view of additional molar germ in miniature pig mandible at the different stages. **c** Serial sagittal histological sections (haematoxylin and eosin staining) show the morphogenesis of additional molars at the different stages and additional dental lamina (arrowhead) from the distal extension of the primary dental lamina. adl, additional dental lamina. Dm3, the third deciduous molar. M1, the first additional molar. M2, the second additional molar

### Sequencing and functional annotation of the transcriptome

cDNA libraries were obtained from developing additional molar germs at E50, E60 and E70 in miniature pigs and normalised to increase sequencing efficiency; a total of 178,375,239 raw reads with an average length of 100 bp were generated using Illumina HiSeq 2000. 

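RNA pooled from the additional molar germs of each stage was sequenced, and the authors deposited a Cuffdiff table of transcripts assembled on the WZSP genome. For each transcript the table gives 1 FPKM value (fragments per kilobase of exon, scaled to the number of mapped fragments) at E50, 1 at E60 and 1 at E70, together with the P and q values of the authors' comparisons between stages. The sample labels list 3 samples at E70, whereas Table 1 lists a single library per stage and the supplementary methods state that the mapped reads of replicates were merged, so each value was taken as the authors' value for the stage. With 1 value per stage, no spread between replicates could be estimated and no P value was computed from these values. If each stage entered Cuffdiff as 1 merged library, the authors' P and q values do not measure the spread between animals either. Of 45614 transcripts, 20727 were above 0 FPKM at E50, 37539 at E60 and 19392 at E70. The FPKM values summed to 44747113 at E50, 3117182 at E60 and 88974346 at E70, and the 10 highest transcripts made up 57.5%, 35.3% and 72.2% of these sums, respectively. FPKM divides by transcript length, and the table gives no lengths. An effect of short lengths on the highest values and on these sums was therefore not assessed. The depth behind each value is unknown from the table, which holds no read counts, and the numbers of clean reads are those of Table 1. For 1189 values (755 at E60 and 434 at E70) the table lists 0 in the row of one comparison and a value above 0 in the row of another, and the value above 0 was used. Changes between stages were computed as log2(FPKM + 1), a scale that understates the changes of transcripts with low FPKM.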

About 35 GB of raw data were generated from these libraries (Table 1, Additional file 2: Table S1).

**Table 1:** Overview of transcriptome sequence assembly

	E50	E60	E70
Total clean reads	57,050,205	60,029,490	61,295,544
Total clean nucleotides	11,410,041,000	12,005,898,000	12,259,308,800
Total trinity transcripts	61,057	342,255	192,448
Total trinity components	49,282	279,928	158,626
Contig N50	1379	1159	825
Median contig length	536	352	279
Average contig	909	695	536
Total assembled bases	55,473,630	237,734,046	103,165,360
Percent GC (%)	48	51	47
Q20 percentage (%)	98	98.4	98.6

We first used the spliced read aligner TopHat (V2.04) to map all sequencing reads to domestic pig (ftp://ftp.ensembl.org/pub/release-69/fasta/sus_scrofa/dna/). Two rounds of TopHat mapping were used to maximize the splice junction information derived from all samples. Aligned reads from TopHat were assembled into the transcriptome for each sample at E50, E60 and 70 separately by Cufflinks. A total of 47,777 transcripts were identified and blasted to pig, mice and human genomes, respectively, showing that the transcriptome of the miniature pig had higher identity with human (Fig. 2a). Among these transcripts, a total of 13,182 were paralogous to pig; 24,222 were orthologous to the *Mus musculus* gene set (Ensembl GRCm38); and 36,253 were orthologous to human with good similarity. Among those blasted transcripts, 5520 transcripts were shared among pig, mouse and human (Fig. 2b). When they were blasted to the Wuzhishan pig genome (WZSP, http://gigadb.org/dataset/100031) for assessing the completeness of the assembly, the transcripts showed only few unannotated sequences mapped to WZSP (20.7%). Therefore, the sequencing reads were re-mapped onto WZSP for transcript assembly [8]. After filtering out low-quality and duplicated reads (Additional file 1: Fig. S2), the assembled transcripts from E50, E60 and E70 were merged into 979,600 transcripts by running Cuffmerge. 

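The deposited table lists 45614 transcripts at 18696 loci that do not overlap each other. A locus spanned a median of 18303 bp of a WZSP scaffold, from 180 to 1270592 bp, introns included. In total, 8168 loci held a single transcript, the mean was 2.44 transcripts per locus and the largest number was 23. FPKM was above 0 at all 3 stages for 11301 transcripts and listed at 0 at all 3 stages for 3634.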

After the transcripts with fewer than 1 exon were filtered, a total of 45,614 of 979,600 transcripts were chosen as candidates with a minimum number of 2 to a maximum of 313 exons (more than half of the transcript exon number >5 and more than half of the transcript length >1250 bp) (Fig. 2c). The assembled transcripts hit 20,248 of 20,326 protein-coding genes from the WZSP genome using intersectBed (78 of 20,326 protein-coding genes were not expressed in the tissues we obtained) with 99% overlap (Fig. 2d).

**Fig. 2:**
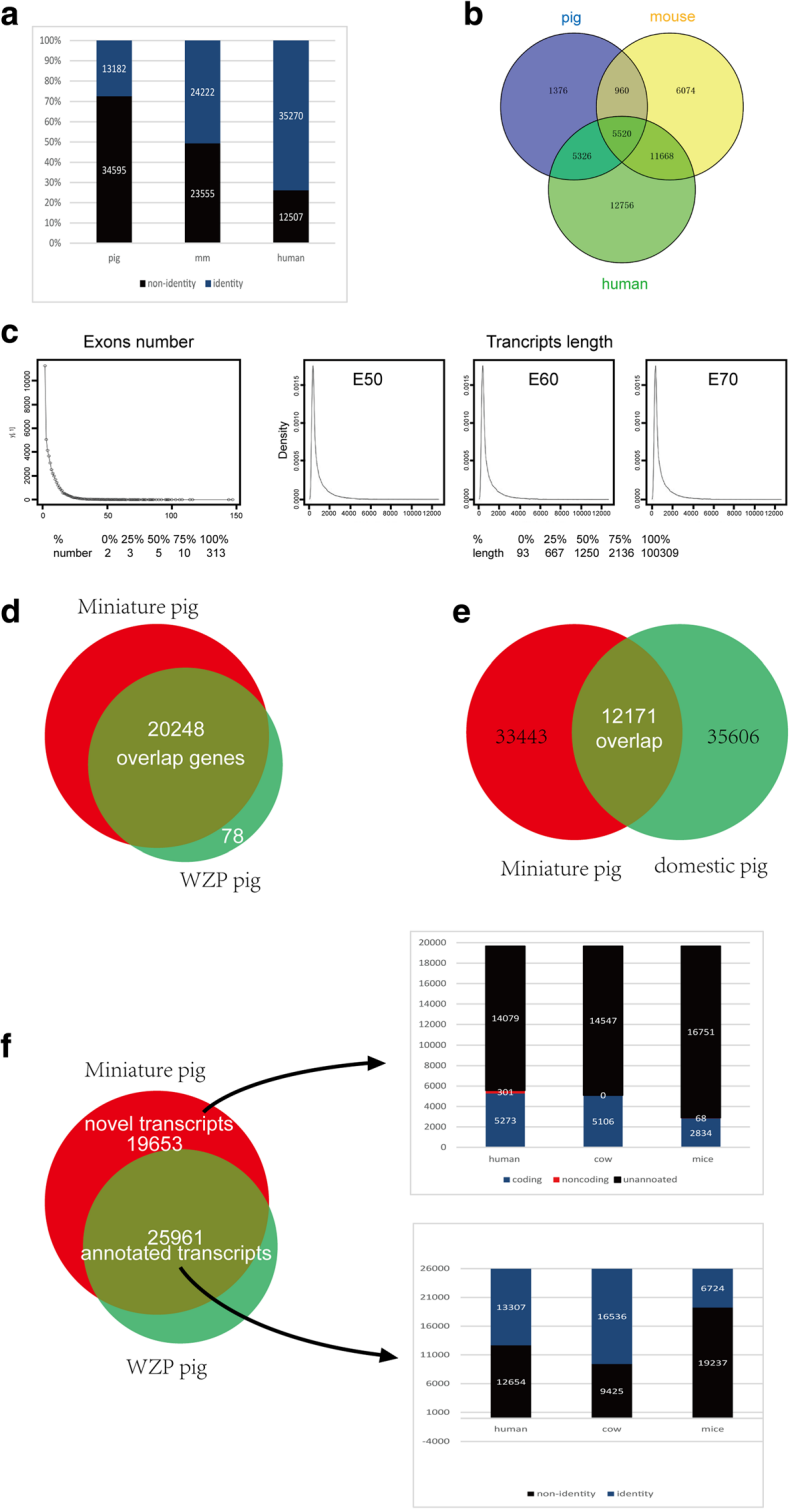
Overview of transcriptome sequence assembly. **a** The assembled 47,777 transcripts by mapping to domestic pig blasted to pig, mice and human, respectively. **b** Venn diagrams show the shared transcripts with orthologous transcripts to human, *Mus musculus* and pig genes. **c** Frequency distribution of the exon number (1 exon and 313 exons not included) and Trinity transcript length of assembled transcripts mapping to WZSP. X axis represented exon number and Y axis represented frequency of the exon number. **d** The assembled transcripts covered 20,248 in 20,326 protein-coding genes identified from the WZSP genome. **e** The identity of the transcript assembly–based domestic pig (47,777) and WZSP (45,614) reference genome. **f** The assembled 45,614 transcripts were annotated by blasting to WZSP, human, *Mus musculus* and cow

The TopHat mapping results indicated that the hits ratio mapping to WZSP was higher than that mapping to domestic pig (Table 2). Through comparison of the transcripts aligned to the assembly of domestic pig (47,777) and WZSP (45,614) reference genome, only 11,765 transcripts were found with overlap between them (8086 transcripts with functional annotation corresponding to 3322 genes), and only 12,171 transcripts aligned to the assembly of WZSP (45,614) were blasted to the domestic pig genome. A total of 25,961 of 45,614 assembled transcripts covered 99% of transcripts of WZSP, and the remaining 19,653 of 45,614 transcripts without annotation in WZSP were novel (Fig. 2e, f). The transcripts from the assembly-based WZSP genome were chosen for subsequent analysis.

**Table 2:** The hit ratio of mapping to domestic pig and Wuzhishan pig (WZSP)

Samples	domestic Pig10.2.70 (I)	WZSP (II)
E50	R1: 24.75%	R1: 28.19%
	R2: 54.67%	R2: 61.94%
E60	R1: 58.53%	R1: 63.20%
	R2: 58.01%	R2: 62.45%
E70	R1: 36.49%	R1: 40.09%
	R2: 50.97%	R2: 57.16%

The protein-coding or long non-coding transcript prediction with CNCI [11] suggested that 32,034 of 45,614 transcripts were likely to be protein-coding sequences (mRNA) and 13,580 to be long non–protein-coding transcripts. In addition to these 25,961 transcripts annotated by WZSP, the remaining 19,653 novel transcripts were blasted respectively to *Homo sapiens* in RefSeq (hg19), *Bos taurus* in (Ensembl release 72) and *Mus musculus* in RefSeq (mm9) for annotation using a homology-based method. Orthologue identification indicated that 5273 coding transcripts and 301 non-coding transcripts matched to human mRNA with best hits, 5106 coding transcripts and 0 non-coding transcripts matched to cow due to the incomplete cow database, and 2834 coding transcripts and 68 non-coding transcripts matched to mice. After filtering out redundancies and repeats, these new annotations of 19,537 transcripts were updated. A total of 45,498 transcripts with functional annotation involved in additional molar germ development were eventually obtained, of which 116 were novel transcripts without annotation in the miniature pig (Fig. 2f).

Gene expression quantification from sequencing data was performed using Cufflinks with the normalized number of fragments per kilobase of exon per million reads. Correlations of mean expression values among groups were calculated. 

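Correlations between stages were recomputed across transcripts, which are not independent replicates. Over the 45614 transcripts, the Pearson correlation of log2(FPKM + 1) was 0.69 between E50 and E70, but 0.04 between E50 and E60 and 0.10 between E60 and E70. The Spearman correlations of the same pairs were 0.57, 0.01 and 0.06. When the FPKM values of all transcripts at a locus were summed, the Pearson correlation over the 18696 loci rose to 0.81 between E50 and E70, 0.50 between E50 and E60 and 0.53 between E60 and E70. At both levels, the E60 values were the least similar to those of the other stages.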

Microarray analysis of additional molar germs from E50, E60 and E70 was also performed with Porcine Genome Arrays (Affymetrix, Inc).

Our results suggested that the high-quality assembly for miniature pig used in this study had high sequence similarity with WZSP, which offered more information for understanding the spatiotemporal expression profiling of genes during odontogenesis and morphogenesis of additional molars. These assembled high-quality transcripts were employed for subsequent analysis.

### Differentially expressed genes

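In the authors' deposited table, Cuffdiff tested 35329 transcripts between E50 and E60 and 35336 between E60 and E70. Of these tests in the authors' deposited table, 20081 (56.8%) and 20945 (59.3%), respectively, had an FPKM of 0 at 1 of the stages. No such transcript had a q under 0.05, since the lowest q among them in the authors' deposited table was 0.123 in both comparisons, so transcripts listed at 0 at either stage are outside the sets of transcripts called by P and q under 0.05. A further 8342 transcripts between E50 and E60 and 8338 between E60 and E70 carried the status of not tested in the authors' deposited table. If the authors tested 1 merged library per stage, their calls carry no check between animals.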

After calculation and statistical analysis of the gene expression levels from the RNA-Seq data using Cufflinks, the differentially expressed genes with significance among three stages were screened by Cuffdiff (*P* < 0.05 and q < 0.05) (Additional file 3). The differentially expressed genes filtered from microarray among the three different stages were filtered using RVM f-test with MultiClassDif (*P* < 0.05, FDR < 0.05) after digital processing of the array data (Additional file 4). In total, 3109 differentially expressed genes from microarray and the top 1000 differentially expressed genes covering three stages were chosen for Pathway and GO analysis (Additional file 1: Fig. S3A). Most of the qPCR results were consistent with the expression profiles observed using microarrays or transcriptome sequencing (Additional file 1: Fig. S3B).

In the present study, 3109 of the differentially expressed genes filtered from microarray during three developmental stages were identified by RVM f-test with MultiClassDif for GO and pathways analysis (*P* < 0.05, FDR < 0.05, Additional file 4). Furthermore, 192 significant GO categories from 1213 differential expression genes were enriched (*P <* 0.01, FDR < 0.05, Additional file 4). The top 10 GO categories were gene expression, mRNA metabolic process, translational termination, RNA metabolic process, SRP-dependent cotranslational protein targeting to membrane, cellular protein metabolic process, RNA splicing, mRNA processing, translation, and small molecule metabolic process. Some GO categories, such as odontogenesis, odontogenesis of dentine-containing teeth, Wnt receptor signalling pathway, negative regulation of epithelial cell proliferation, epithelial cell differentiation and SMAD protein signal transduction, were predicted to participate in odontogenesis of additional molars and dental lamina determinants according to current knowledge and data from mammalian analyses (Additional file 1: Fig. S3A) [1, 12–17].

Genes with significant differential expression at three stages were investigated. The differentially expressed genes between E60 and E50 were identified from microarray (of 2646: 1893 up-regulated genes and 753 down-regulated genes) or from sequencing (of 3126: 2516 up-regulated, 610 down-regulated). 

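By the paper's thresholds, the authors' deposited table holds 4519 transcripts that differ between E60 and E50, of which 3319 were higher and 1200 lower at E60. The share higher at E60 among these calls of the authors' deposited table was 73.4% (Wilson 95% confidence interval 72.1% to 74.7%, over transcripts and not over animals). These transcripts lay at 3814 loci, and 303 of those loci held both a transcript called higher and a transcript called lower in the authors' deposited table. With q under 0.01, 2944 calls remained in the authors' deposited table. The FPKM summed over the locus moved the same way for 72.6% of the transcripts called higher and for 86.7% of those called lower. Among called transcripts with an FPKM of at least 1 at both stages, the largest rise was that of TCONS_00995679 (WZSP scaffold 669, 1347927 to 1349244), from 1.04 at E50 to 2843 at E60, a change of 10.45 on the log2(FPKM + 1) scale, and its FPKM at E70 was 1493. The largest fall was that of TCONS_00229282 (scaffold 161, 1919525 to 1951705), from 37868 to 4.21, a log2 change of -12.83, and its FPKM at E70 was 7982. It is 1 of 7 transcripts at its locus, among which Cufflinks divides the reads, so its level is less certain than that of a single transcript. The positions given are those of the loci that hold the transcripts. The table does not pair transcripts with gene symbols.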

The differentially expressed genes between E70 and E60 were identified from microarray (of 722: 265 up-regulated, 457 down-regulated) or from sequencing (of 4013: 975 up-regulated, 3038 down-regulated) (Fig. 3a). 

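Between E70 and E60, the authors' deposited table holds 5079 transcripts past the same thresholds, of which 1432 were higher and 3647 lower at E70. The share higher at E70 among these calls of the authors' deposited table was 28.2% (Wilson 95% confidence interval 27.0% to 29.4%). The calls lay at 4226 loci, and with q under 0.01 they numbered 3370 in the authors' deposited table. The largest rise among called transcripts with an FPKM of at least 1 at both stages was that of TCONS_00551706 (scaffold 302, 2560917 to 2571122), from 1.99 at E60 to 14083 at E70, and its FPKM at E50 was 8668. Its locus, to which the position belongs, held 5 transcripts. The largest fall was that of TCONS_00948260 (scaffold 617, 829110 to 830202), from 7742 at E60 to 4.13 at E70, and its FPKM at E50 was 0.935.

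**Figure D1:**
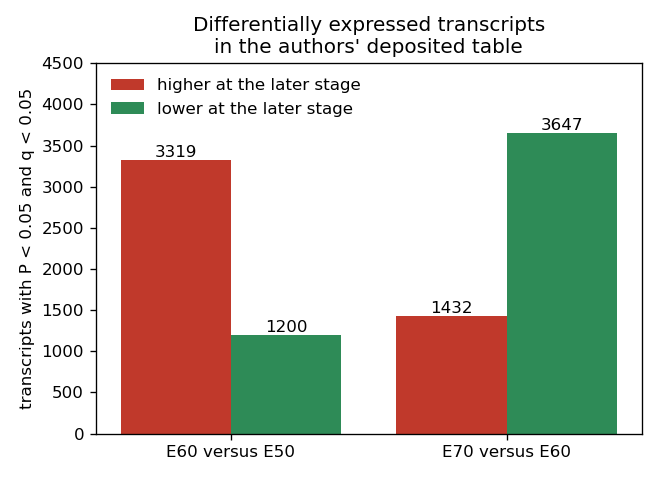
Number of transcripts called by P and q under 0.05 in the authors' deposited table (y axis) for E60 versus E50 and E70 versus E60 (x axis). Red bars count transcripts higher at the later stage (3319 and 1432) and green bars those lower (1200 and 3647).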

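Across both comparisons, 7038 transcripts passed the thresholds at least once in the authors' deposited table. Of these, 1959 were called only between E60 and E50 (1636 higher and 323 lower at E60), and 2519 were called only between E70 and E60 (550 higher and 1969 lower at E70) in the authors' deposited table. The remaining 2560 were called in both comparisons of the authors' deposited table. Of the 2560, 1675 were higher at E60 and then lower at E70, 874 were lower at E60 and then higher at E70, 8 were higher in both and 3 were lower in both. Opposite directions thus made up 99.6% of the transcripts shared by the comparisons in the authors' deposited table. On the FPKM values alone, 29330 transcripts changed 2-fold or more on the log2(FPKM + 1) scale in both comparisons, and 28153 of them (96.0%, Wilson 95% confidence interval 95.8% to 96.2%) changed in opposite directions, 23411 up and then down and 4742 down and then up. Under alternatives chosen after seeing the data, the share was 92.7% with each stage scaled to the same median (15641 up and then down, 5846 down and then up) and 95.1% after quantile normalization (11007 and 8050). Both comparisons share the E60 value.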

Venn diagram analysis for differential expression genes during additional molar morphogenesis showed that more changes in gene expression occurred at E60 versus E50, and relatively fewer changes between E70 and E60 (Fig. 3b). The differential gene expression patterns were consistent with the fact that M1 underwent dramatic morphological changes from cap to bell stage followed by initiation of M2 and that M1 morphogenesis changed little at E70 (secretory stage) without evidence of morphological changes in M2.

**Fig. 3:**
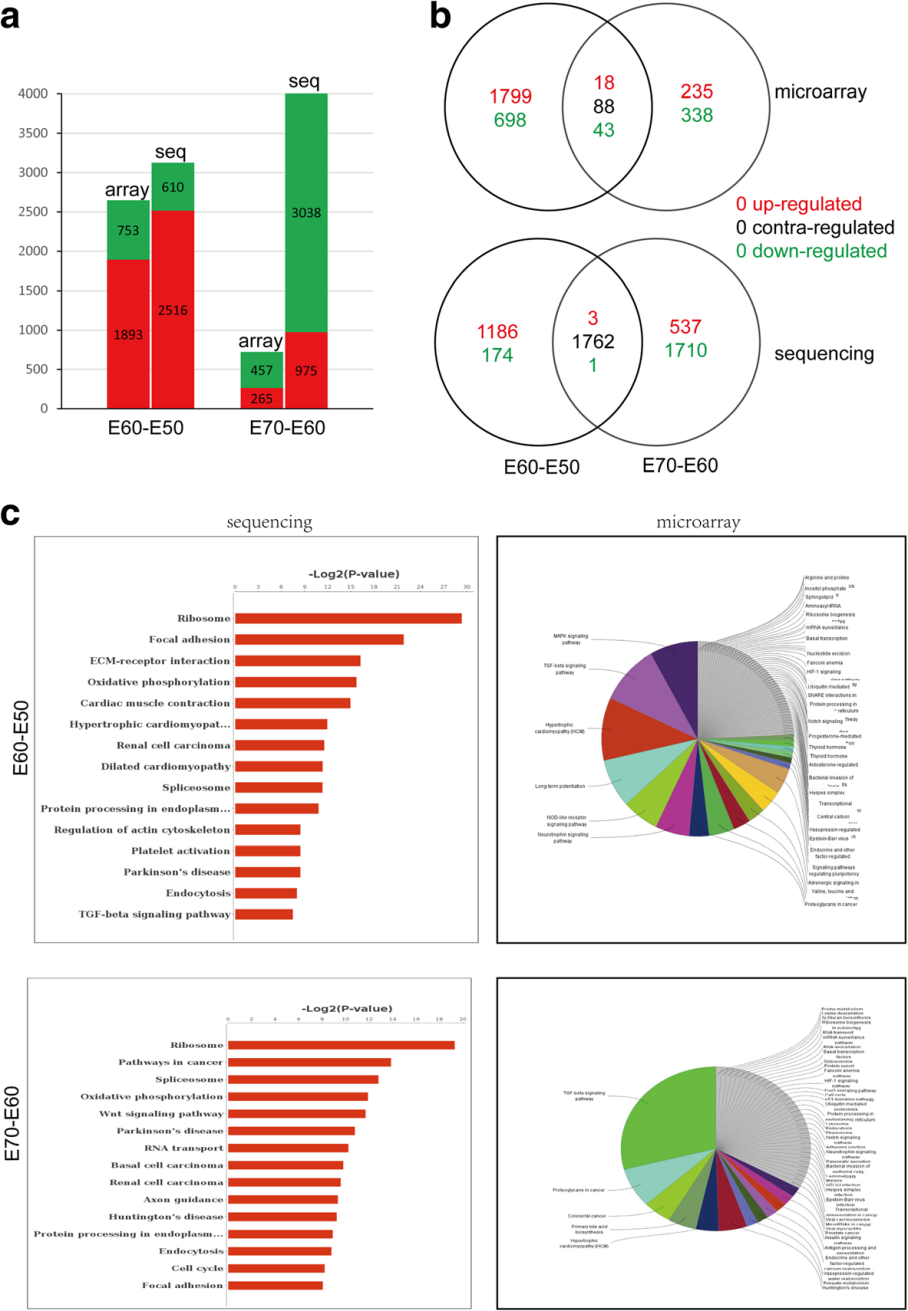
Analysis of differentially expressed genes. **a** The comparison of up-regulated and down-regulated genes from sequencing and microarray analysis during additional molar morphogenesis showing that up-regulated genes (red) are predominant at E60 versus E50, while down-regulated genes (green) are dominant at E70 versus E60. **b** Venn diagram analysis for differential expression genes from sequencing and microarray during additional molar morphogenesis showing more changes in gene expression at E60 versus E50 and relatively fewer changes between E70 and E60. **c** Pathway enrichment from microarray and sequencing between two stages showing that the WNT, TGF-β and MAPK pathways may be involved in cascade initiation of additional molars

These results suggested that some differentially expressed genes between E60 and E50 were involved in cascade initiation of M2 morphogenesis. 

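The direction of change was also computed from the FPKM values of all 45614 transcripts, without the authors' tests. Between E50 and E60, 31983 transcripts changed 2-fold or more on the log2(FPKM + 1) scale, and 25550 of them (79.9%, Wilson 95% confidence interval 79.4% to 80.3%) were higher at E60. Between E60 and E70, 32117 transcripts changed 2-fold or more, and 6520 of them (20.3%, 19.9% to 20.7%) were higher at E70. The median log2 change over all transcripts was 1.38 from E50 to E60 and -1.38 from E60 to E70. After quantile normalization across the 3 stages, which brought these medians to -0.08 and 0.08, the share of changed transcripts that were higher became 51.6% at E60 and 47.1% at E70. With each stage scaled to the same median over transcripts above 0 at all 3 stages, the shares were 68.7% and 32.8%. Among transcripts above 0 at both stages, the shares were 72.7% at E60 and 30.6% at E70. With the same scalings applied to these, chosen after seeing the data, they became 50.3% and 55.3% with median scaling and 28.0% and 70.9% after quantile normalization, so their direction depended on the scaling. These differences have no replicate check, because the table gives 1 value per stage. The paper proposes that part of the genes that differ between E60 and E50 take part in the initiation of M2, and relates the changes to the transition of M1 from the cap to the bell stage.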

The results also showed that up-regulated genes dominated M1 morphogenesis and M2 initiation. A similar pattern was obtained from microarray.

Odontogenesis is regulated by epithelial–mesenchymal interactions mediated by conserved signalling pathways including SHH, WNT, FGF, TGF-β and BMP [17, 18]. To identify the pathways during cascade initiation of additional molars from E50 to E70, the differentially expressed genes analysed from RNA-Seq and microarrays between any two given stages were further screened, as follows. We first identified 59 significant pathways from microarrays using pathway analysis according to KEGG, Biocarta and Reatome (*P* < 0.05, FDR < 0.05, Additional file 4) for differentially expressed genes. The WNT, TGF-β and MAPK pathways were enriched, which provided additional insights into early additional molar development in miniature pigs (Fig. 3c). Our results suggested that additional molar morphogenesis is also closely related to these pathways. Moreover, we compared the differential pathways between E50 vs E60 and E60 vs E70, and pathway analysis from RNA-Seq indicated that the WNT and TGF-β pathways were down-regulated from E50 to E60 and then up-regulated from E60 to E70 (Fig. 4a), implying that additional molar morphogenesis is mediated by fine-tuning of both pathways. The genes involved in these pathways were enriched, showing dynamic changes, and were clustered for further analysis (Fig. 4b).

**Fig. 4:**
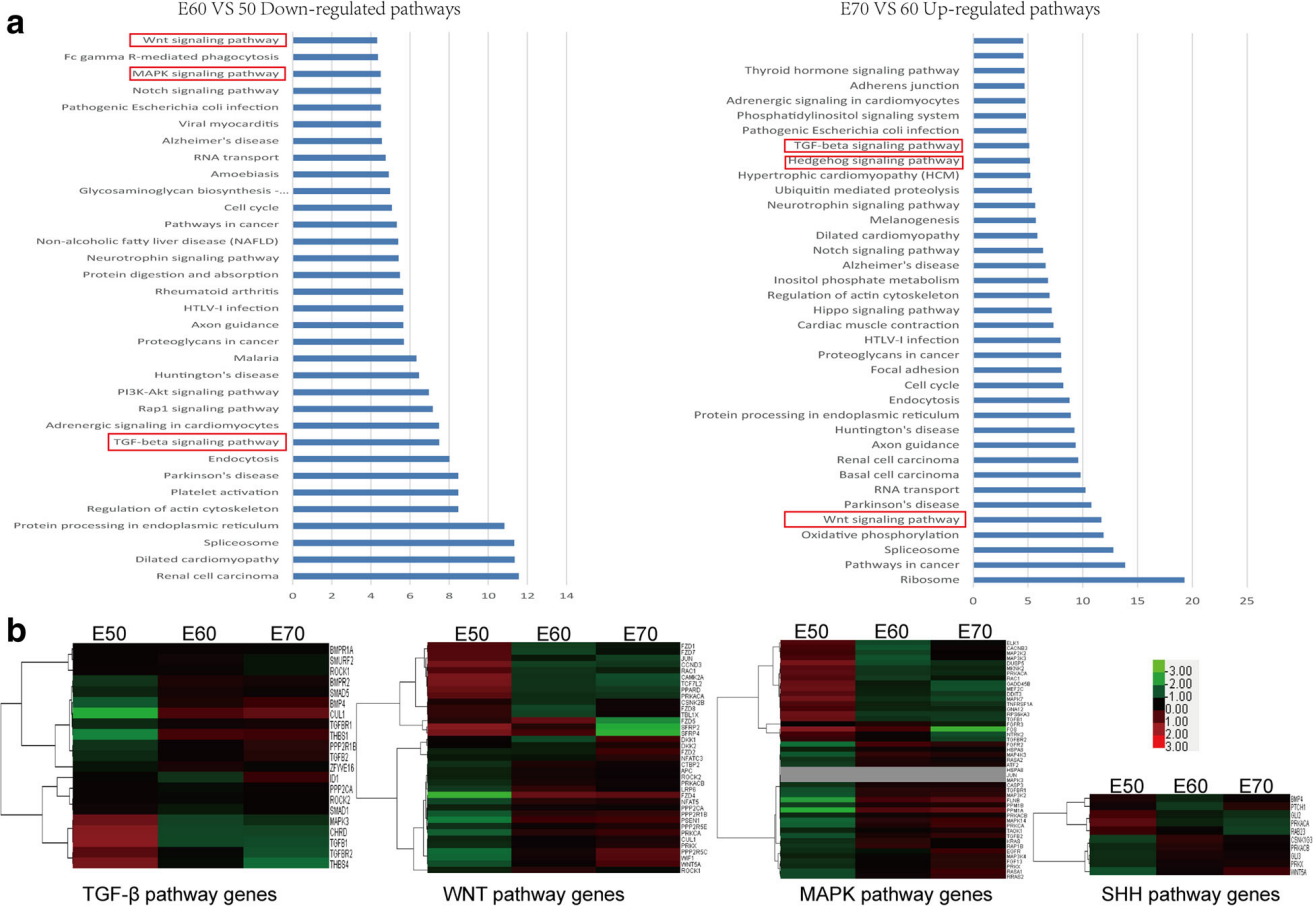
Tuning regulation of WNT, TGF-β, Hedgehog and MAPK pathways during additional molar morphogenesis from E50 to E70. **a** Down-regulated WNT, TGF-β and MAPK pathways from E50 to E60, and up-regulated WNT, TGF-β and Hedgehog (HH) pathways from E60 to E70. **b** Heatmap showing the dynamics of differential genes participating in the TGF-β, WNT, SHH and MAPK pathways. The results are based on sequences

### Identification of signalling pathways during cascade initiation of additional molars

Because little is known about patterning of permanent molars in diphyodont mammals, we focused on potential pathways involved in the cascade initiation for patterning of additional molars. We first selected six tendencies of gene expression from the microarray with significance from the pool of 16 potential tendencies using STC (*P <* 0.0005, Additional file 1: Fig. S4A, Fig. S5A–F) to identify which expression profiling from the differentially expressed genes was predominant during cascade initiation and morphogenesis of additional molars. The significant tendencies of gene expression can be grouped into three categories: profile 2, with constantly increased expression (Additional file 1: Fig. S5A); profile 3, with first increased then unaltered expression (Additional file 1: Fig. S5B); profile 13 (Additional file 1: Fig. S5F), which was just opposite of profile 3; profiles 4 (Additional file 1: Fig. S5C) and 7 (Additional file 1: Fig. S5E), with constantly decreased expression; and profile 5 (Additional file 1: Fig. S5D), characterized by first increased then slightly decreased expression. We then performed further pathway analysis on the most statistically significant profiles, 3 and 13 according to STC-GO analysis, suggesting that TGF-β pathway was involved in dental lamina fate (in Additional file 1: Fig. S5C, F). Profile 2, with a significant tendency to constantly increasing gene expression, was closely correlated with M1 odontogenesis by STC-GO analysis. The included genes were involved in cell adhesion, odontogenesis, odontogenesis of dentine-containing teeth, establishment or maintenance of cell polarity, TGF-β signalling pathway, cellular component movement, epithelial cell morphogenesis, epithelial-to-mesenchymal transition, regulation of epithelial cell migration, negative regulation of BMP signalling pathways, and organ morphogenesis (Additional file 1: Fig. S5B). To further define the pathways that play a central role in determining the relationship between pathways during additional molar morphogenesis, we used the differentially expressed genes in significant expression tendencies filtered from STC analysis for path-net analysis to identify significant pathways and their interactions. Thirty significant pathways involving the up-regulated and down-regulated differentially expressed genes were enriched (Fig. 5). According to target interaction capacity among pathways, some core pathways most likely related to morphogenesis of additional molars were identified, including MAPK signalling, WNT signalling, apoptosis, focal adhesion, pathways in cancer, cell cycle, p53 signalling and TGF-β signalling. These pathways consisted of 307 differentially expressed genes (Additional file 5). Combined with STC-GO analysis and the context of significant morphology changes of M1 and M2 initiation at E60, three possible pathways were enriched to contribute most likely to morphogenesis of additional molars, consisting of the TGF-β, WNT and Hedgehog signalling pathways. After the differentially expressed genes of three pathways between E60 and E50 were clustered, our results indicated that the Hedgehog and TGF-β signalling pathways were upstream of WNT signalling, implying the fine regulation of additional molar morphogenesis (Fig. 5).

**Fig. 5:**
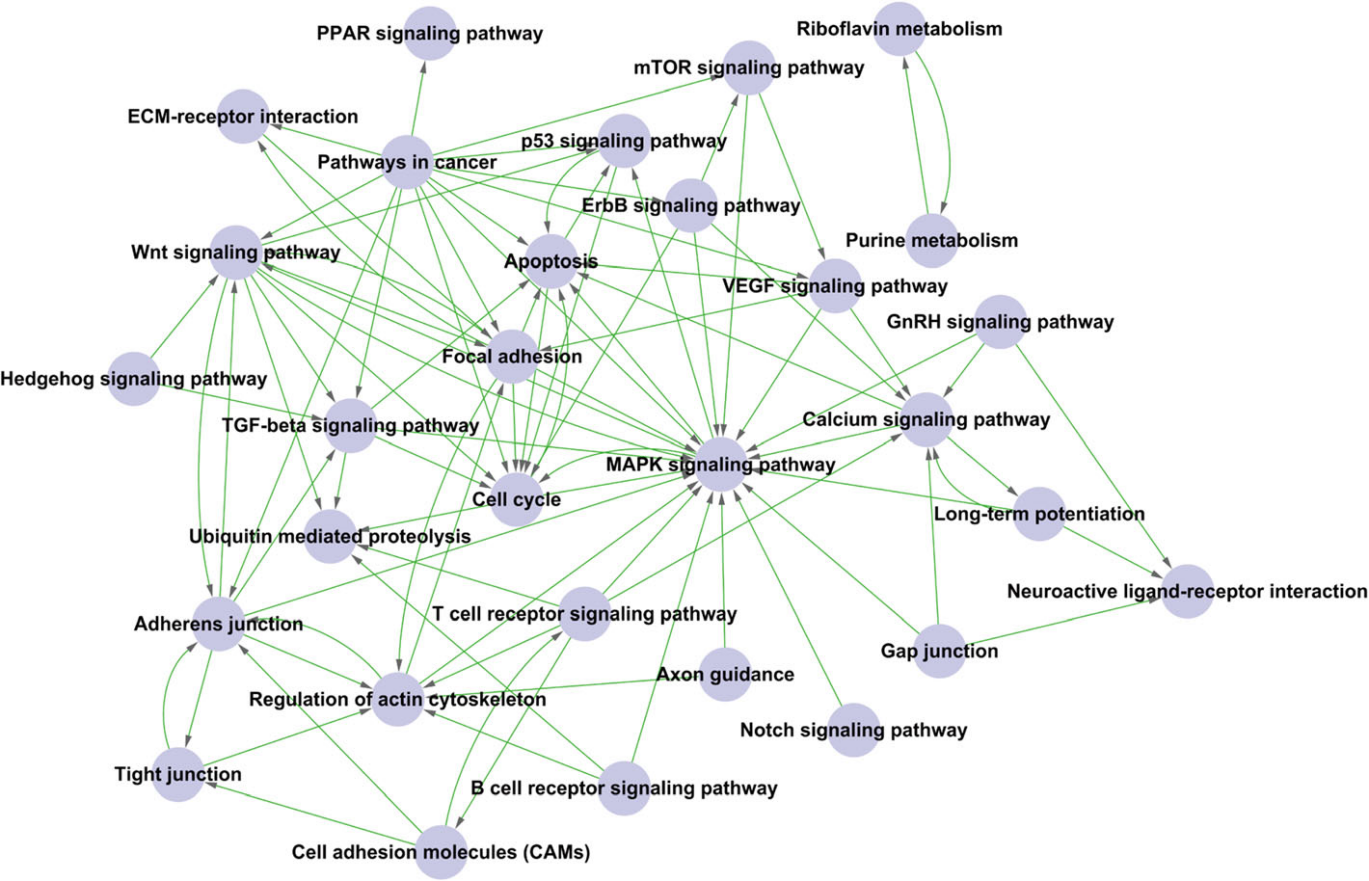
Significant pathways and clusters involving differential genes from microarray. Interactions among the significant pathways of the differentially expressed genes. Among 30 significant pathways enriched, MAPK signalling, WNT signalling, apoptosis, focal adhesion, pathways in cancer, cell cycle, p53 signalling, and TGF-β signalling show powerful target interaction capacity. Cycle nodes represent pathways, the size of nodes represents the power of the interrelation among the pathways and an arrow between two nodes represents an interaction target between pathways

Next, eight expression trends were predicted based on RNA-Seq (Additional file 1: Fig. S4B) of two profiles (profile 2 with first decreased then increased trend and profile 5 with the opposite trend) enriched with significance and many genes. 

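To retrace these trends, the 7306 transcripts called between any pair of stages in the authors' deposited table were each assigned to the trend, of the 8 drawn in Fig. S4B, that had the highest Pearson correlation with their change in log2(FPKM + 1) from E50. Fig. S4B covers coding RNAs, whereas the 7306 include the 450 lincRNAs and any other non-coding transcripts. Profile 5 (first increased then decreased) received 4804 transcripts (65.8%), and profile 2 (first decreased then increased) received 1257 (17.2%). Each of the other 6 profiles received between 91 and 283 transcripts. Profile 3 (unaltered then decreased) received 182 and profile 4 (unaltered then increased) received 274. After quantile normalization, the share in profile 5 was 38.3% and that in profile 2 was 21.1%, and these were still the most frequent trends. The 8 shapes do not divide the possible changes evenly, and profiles 2 and 5 take the widest parts. Of the 7306 transcripts, 7038 were selected by a call against E60, which favours trends that turn at E60. No expected share was computed, so these shares do not show an enrichment. Without the 450 lincRNAs, an alternative chosen after seeing the data, 965 of 6856 transcripts (14.1%) were in profile 2 and 4720 (68.8%) in profile 5. The enrichment P values of Fig. S4B come from the paper's own trend analysis and were not recomputed.

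**Figure D2:**
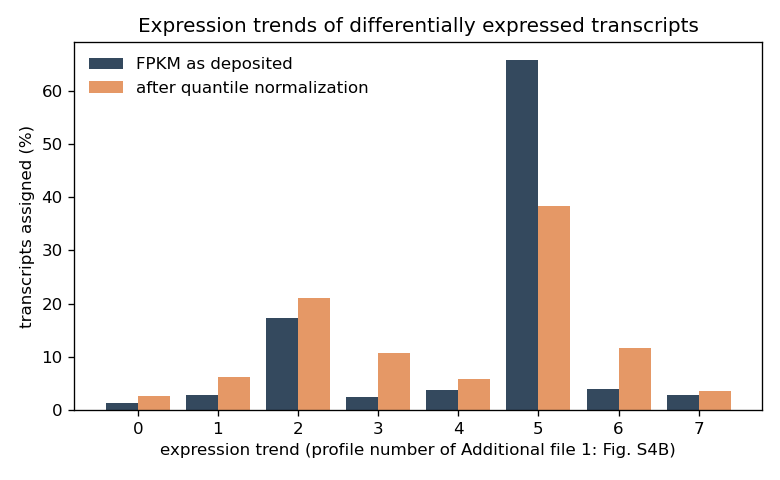
Percent of the 7306 differentially expressed transcripts, lincRNAs included (y axis), assigned to each of the 8 expression trends (x axis, numbered as in Fig. S4B). Dark bars use the FPKM values as deposited (65.8% in profile 5 and 17.2% in profile 2) and orange bars the values after quantile normalization across the stages (38.3% and 21.1%).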

After GO terms and pathways analysis, we outlined the interaction between enriched genes from significant pathways via gene–gene interaction networks (Fig. 6a). The TGF-β, WNT and Hedgehog signalling pathways were identified by GO and pathway analysis as related to both profile 3 (with an unaltered then decreased expression trend) and profile 4 (with the opposite trend), which were predicted to be related to molar morphogenesis because their trends matched the stage changes of additional molars. We also outlined the interaction between enriched pathway genes from both profiles 3 and 4 by gene–gene interaction networks (Fig. 6b). Our results provided a basis for refining candidate genes related to additional molar morphogenesis.

**Fig. 6:**
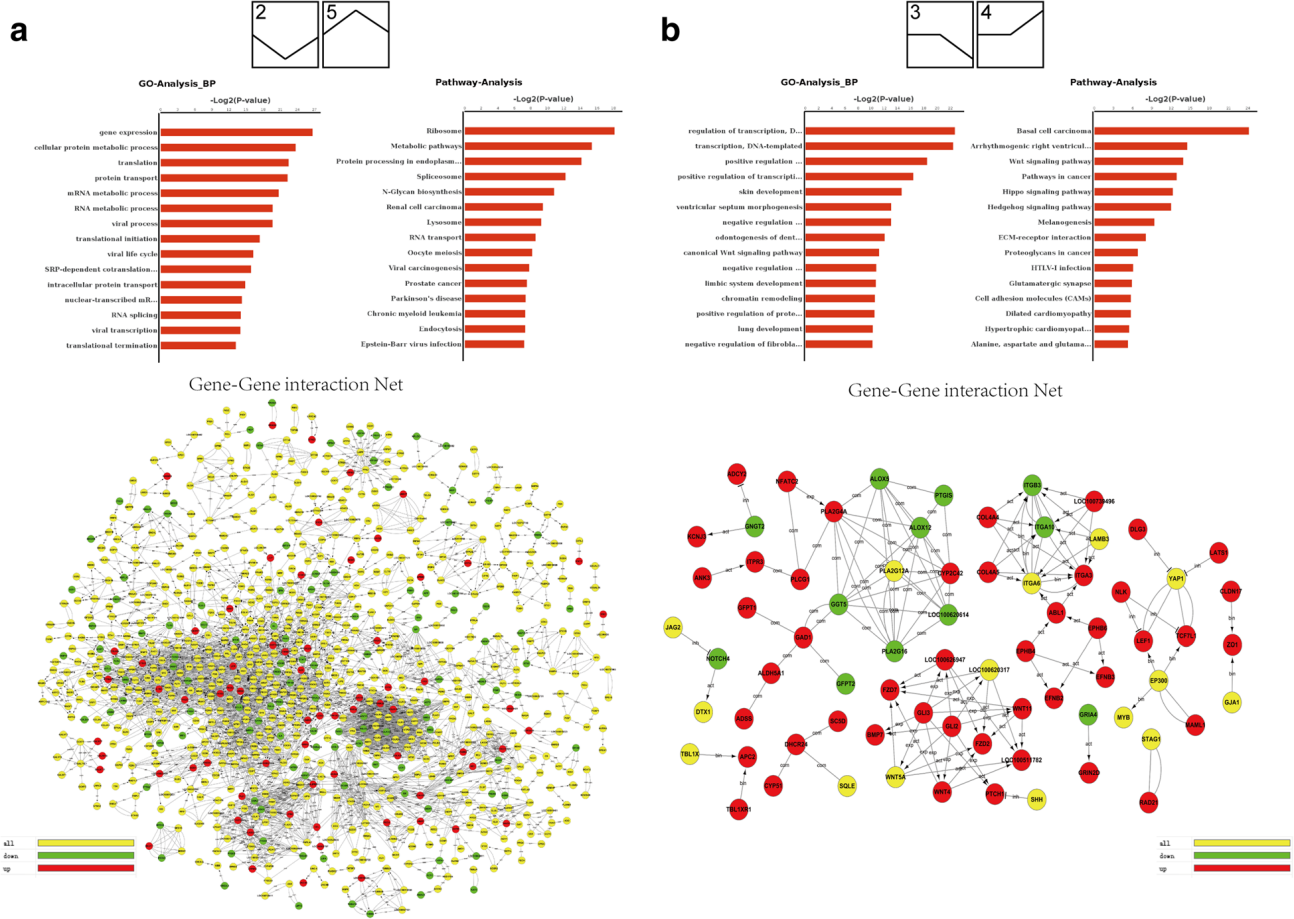
Analysis of gene expression trends from RNA-Seq. **a** The top 15 GO terms, top 15 pathways and gene-interaction net analysis from profiles 2 and 5 show that many genes and pathways are enriched from both profiles. **b** The top 15 GO terms, top 15 pathways and gene-interaction net analysis from profiles 3 and 4 suggest that both WNT and TGF-β signalling pathways are involved in both trends

### Identification of a regulatory network for gene expression during cascade initiation of additional molars

To better understand the protein–protein interaction network, we screened 196 genes from microarray by STC as potential targets for morphogenesis of additional molars. We used Signal-Net and identified 23 core regulators (Fig. 7a) that had a higher degree, indegree and outdegree, indicating that they had additional interactions with other molecules in the signalling networks [19–21]. We further performed Gene co-expression network analysis to identify potential biologically meaningful genes based on a weighted connectivity score and indicators of statistical relevance among the differentially expressed genes [22, 23]. Thirty-seven predicted genes with a high degree of relevant scores were screened by Dynamic-Gene-Net as candidate targets required for morphogenesis of additional molars, which represented potential biologically relevant genes and could be used for further analysis (Fig. 7b).

**Fig. 7:**
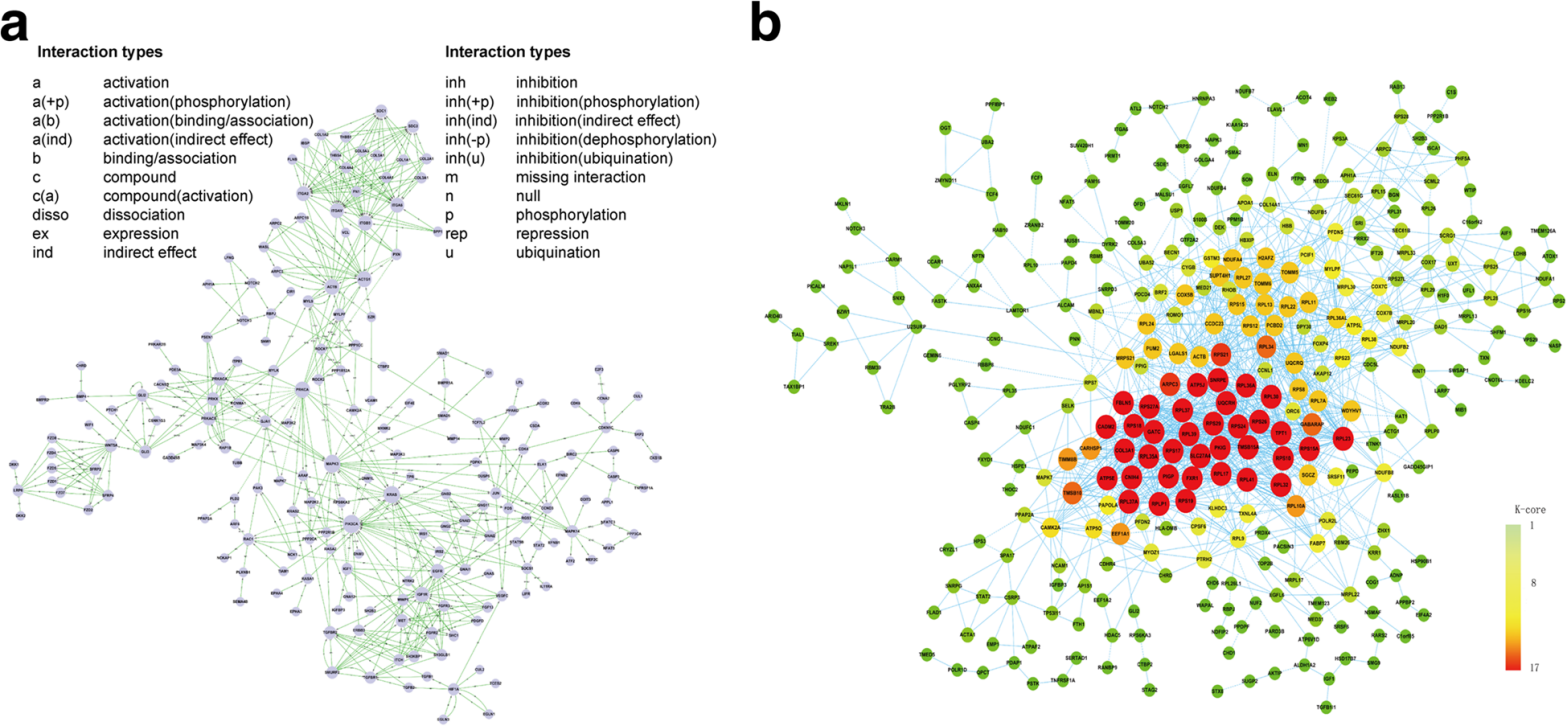
Gene–gene interaction network and Dynamic-Gene Net from microarray. Genes from significant profiles were analysed and identified by signal-net construction. **a** Gene–gene interaction network showing 23 core regulators with a higher degree, indegree, and outdegree. **b** Dynamic-Gene Net predicted 37 genes with a high degree of relevant scores as candidates for morphogenesis of additional molars (red cycle). Cycle nodes represent genes, the size of nodes represents the power of the interrelation among the genes and edges between two nodes represent interactions between genes. The more edges of a gene, the more genes connecting to it and the more central role it has within the network

### Gene expression in the SHH, WNT and TGF-β pathways during cascade initiation of additional molars

According to the above analysis, we highlighted the role of SHH, WNT and TGF-β pathways in additional molar formation. A previous study indicated that BMP4 signalling synergizes with Msx1 to activate mesenchymal odontogenic potential for tooth morphogenesis and sequential tooth formation [24]. Sox2 expression marks epithelial competence to generate teeth and is linked to the serial addition of molars with Sox2+ cells of the first molar contributing to the second and third molars in the mouse [25, 26].

To confirm the role of the SHH, WNT and TGF-β pathways in additional molar morphogenesis, we performed immunohistochemistry, qPCR and in situ hybridization to investigate the relationship between temporal and spatial expression distribution of some genes from SHH, WNT and TGF-β pathways and additional molar morphogenesis (Fig. 8a–d). BMP4 expression showed temporal and spatial specificity by immunohistochemistry, qPCR and in situ hybridization, and WNT10b showed a similar expression pattern with BMP4 (Fig. 8a, b, d). Sox2 expression in additional dental lamina and Osr2 expression showed asymmetric distribution in the buccal–lingual direction. Co-immunostaining indicated co-expression of Gli1/β-catenin or SHH/Osr2 in inner enamel epithelium, outer enamel epithelium and additional dental lamina (Fig. 8b, c). TCF4, a downstream effector of the WNT signalling pathway, is expressed in the inner enamel epithelium, outer enamel epithelium and dental papilla at E50 and only in dental papilla at E70 (Fig. 8d).

**Fig. 8:**
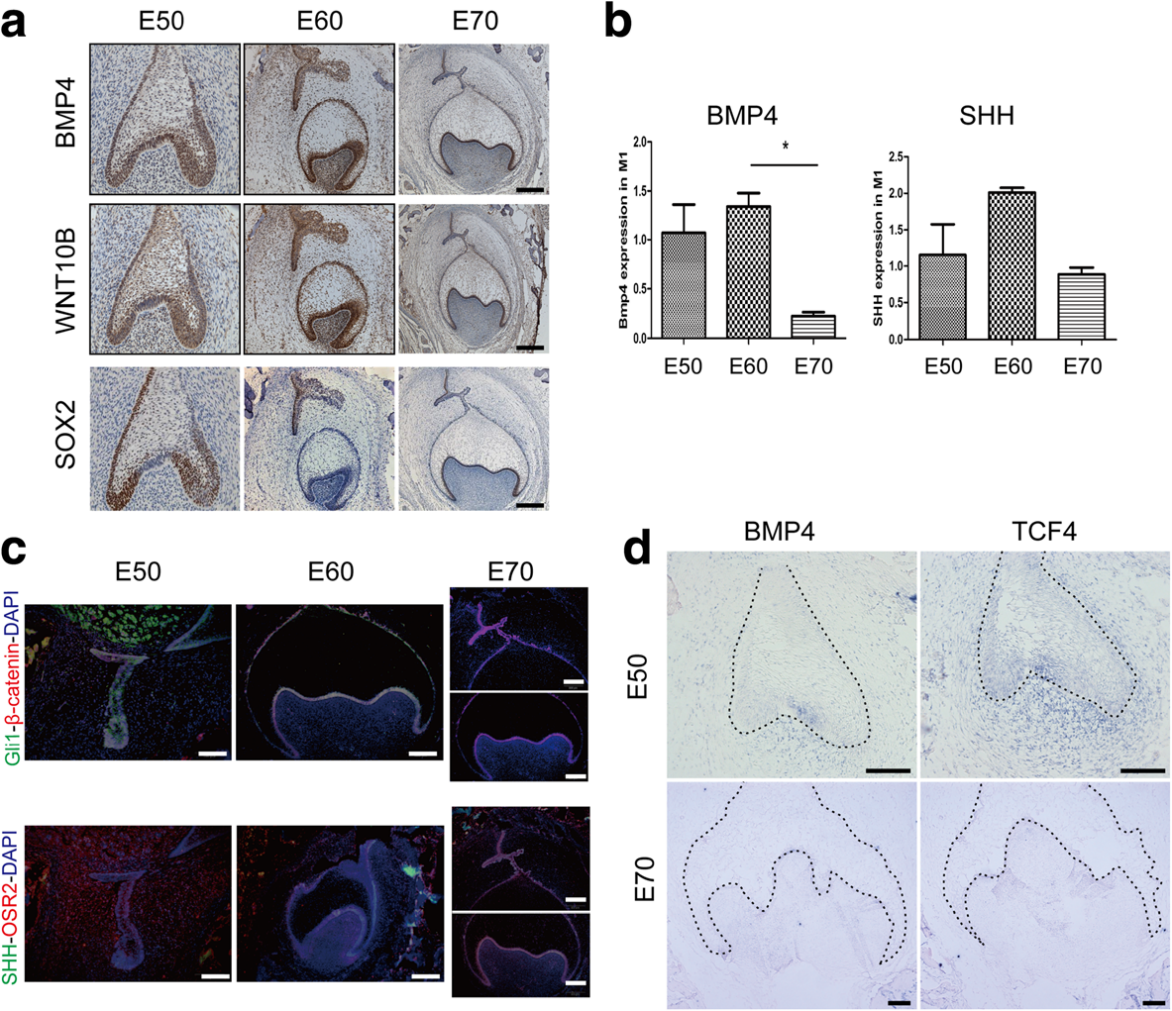
Gene expression in SHH, WNT and TGF-β pathways during cascade initiation of additional molars. **a** Immunohistochemistry of the expression of genes related to TGF-β, WNT, SHH and MAPK pathways. BMP4 expression (top panel) mainly resides in the inner enamel epithelium and outer enamel epithelium at E50; is located in the inner enamel epithelium, outer enamel epithelium, dental papilla and additional dental lamina at E60; and then is concentrated in the inner enamel epithelium at E70. WNT10b shows a similar expression pattern with BMP4 (middle panel). SOX2 expression (bottom panel), located in the inner enamel epithelium and outer enamel epithelium at E50, mainly occurs in additional dental lamina at E60 and is visible in inner enamel epithelium and additional dental lamina at E70. SOX2 expression in additional dental lamina shows an asymmetric distribution. Positive expression is visualized by DAB (brown) and counterstained with haematoxylin (blue). Lingual is to the left. Scale bars, 200 μm. **b** RT-qPCR of the expression of *BMP4* and *SHH* showing dynamic changes consistent with immunohistochemistry results. Error bars indicate s.d. three biological replicates. **c** Immunofluorescence shows the relationship among the SHH, WNT and TGF-β pathways. Immunofluorescence of Gli1 (green) and β-catenin (red) shows their co-expression in inner enamel epithelium, outer enamel epithelium and additional dental lamina (top panel); co-immunostaining of SHH (green) and OSR2 (red) in inner enamel epithelium, outer enamel epithelium, dental papilla and additional dental lamina. Lingual is to the right. Scale bars, 500 μm. **d** mRNA expression of *BMP4* and an important WNT pathway transcription factor *TCF4* detected by in situ hybridization at E50 and E70 of M1 (blue). At E50, *BMP4* is expressed in the inner enamel epithelium especially in the enamel knot and in the mesenchyme cells close to the epithelium. At E70, *BMP4* is mainly expressed in the inner enamel epithelium, similar to immunofluorescence results. *TCF4* is expressed in the inner enamel epithelium, outer enamel epithelium and dental papilla at E50 and only in dental papilla at E70. Black dashed lines mark the boundary of the tooth bud epithelium. Scale bars, 100 μm

### Long intergenic non-coding RNA

Studies have shown that long non-coding RNAs (lncRNAs) play important regulatory roles in fundamental biological processes. These RNAs in general exhibit more cell type-, tissue- and developmental stage-specific expression profiles than mRNAs [27–31]. The contribution of lncRNAs to the additional molar morphogenesis of miniature pigs has not been reported. We obtained 13,580 candidate long intergenic non-coding RNAs (lincRNAs). Then the lincRNAs were mapped to the pig genome to obtain known and novel lincRNA transcripts. The candidate lincRNAs were further filtered by being blasted to human and mouse to exclude protein-coding genes and remove transcripts that had similarity to known proteins or protein domains. The long non–protein-coding transcripts from E50, E60 and E70 were merged using Cuffmerge to obtain 4845 lincRNA candidates. Previous studies in mammals have shown that lncRNAs are shorter, less conserved and expressed at significantly lower levels than protein-coding genes [32, 33]. We found that miniature pig lincRNAs were about half the length of protein-coding transcripts on average (e.g., 910 nt for lincRNAs vs 1945 nt for coding transcripts). Moreover, lincRNAs had fewer exons per transcript (about 2.9) than the average protein-coding gene (about 9.4). These properties are comparable to the estimated transcript length and exon number of human lncRNAs (on average, ~1 kb and 2.9 exons, respectively) [32]. The expression level of lincRNAs was lower than that of protein-coding genes, consistent with the low expression levels of their mammalian counterparts (Fig. 9a). We then aligned those lincRNAs to mouse, human (NONCODEv4 database) and cow (ftp://ftp.ensembl.org/pub/release-72/fasta/bos_taurus/ncrna/) using BLASTn. Orthologue identification indicated that only 301 non-coding transcripts matched to human mRNA with best hits, 0 non-coding transcripts matched to cow and 68 non-coding transcripts to mice (Fig. 9b), suggesting that those lincRNAs candidates were shorter, less conserved and expressed at lower levels than protein-coding genes [34, 35].

**Fig. 9:**
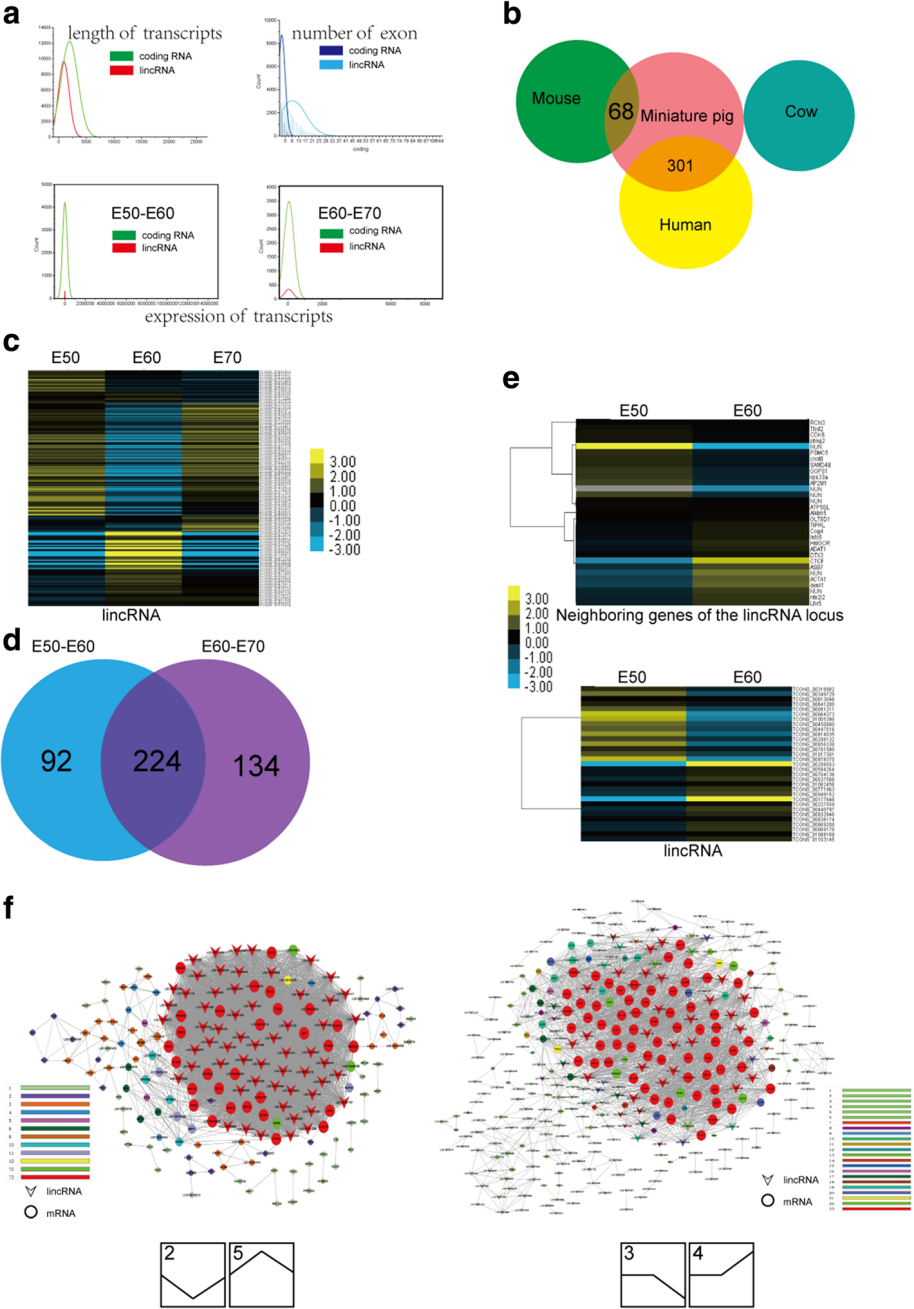
Overview of lincRNAs during additional molar morphogenesis. **a** Transcript length, exon number and expression abundance of lincRNAs were less than that of coding RNAs. **b** Identified lincRNAs showed low conservation when blasted to human, cow and *Mus musculus*. **c** Heatmap of the stage-specific expression of 450 putative lincRNAs during additional molar morphogenesis. **d** Venn diagrams of the stage-specific expression profiling of 450 differentially expressed lincRNAs show that 316 lincRNAs were identified between E50 and E60 and 358 lincRNAs between E60 and E70, and 224 lincRNAs overlapped among E50, E60 and E70. **e** Heatmap showing a negative correlation between lincRNAs and the neighbouring genes of the lincRNA locus between E50 and E60. **f** Co-Expression-Net analysis of lincRNAs and mRNAs. Left panel: genes with strong co-expression of lincRNAs (log2FC > 20 or < −20) and mRNAs (top 500 from E50 vs E60 and top 500 from E60 vs E70) from significant pathways of profiles 2 and 5. Right panel: co-expression of lincRNAs and mRNAs from significant pathways of profiles 3 and 4. Pearson coefficient > 0.999

After the differentially expressed lincRNAs between two stages were further examined, we identified a final set of 450 putative lincRNAs (*P* < 0.05, q < 0.05, the average number of exons was 2.4, the average length was 857 nt, Additional file 1: Fig. S6, Additional file 6) and subsequently profiled their expression at three key stages during cascade initiation of additional molars.. 

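All 450 lincRNAs of Additional file 6 were found in the deposited table by their transcript identifiers, with the same FPKM at every stage. The paper's list gives a mean of 2.41 exons and a mean length of 857 nt for them. By the same list, 378 of the 450 had 2 exons, the median length was 556 nt and the range was 153 to 10888 nt. Their median FPKM was 67.1 at E50 (quartiles 11.4 and 385), 3.14 at E60 (0.776 and 18.1) and 64.0 at E70 (3.39 and 398). The 6856 other transcripts called between any pair of stages in the authors' deposited table had medians of 0.710 at E50, 17.1 at E60 and 0.532 at E70. The 450 lincRNAs are themselves calls made on these data, so their levels describe a selected set. The lengths of the other transcripts are not at hand, so an effect of length on these FPKM medians was not assessed.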

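Of the 450 lincRNAs, 199 had their highest FPKM at E70, 159 at E50 and 92 at E60. For 176 of them, at least 80% of the FPKM summed over the stages came from a single stage. FPKM was above 0 at all 3 stages for 385, listed at 0 at E50 for 31 and listed at 0 at E70 for 34. All 450 were above 0 at E60 and at another stage by selection, because each was called in a comparison with E60 and no call of the authors' deposited table has a 0 at the stages compared. The values come from whole tooth germs, so they bear on the temporal pattern and not on the spatial pattern.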

The results showed those expressions exhibited temporal and spatial specificity (Fig.9 C, Additional file 1: Fig. S4C). In total, 316 differentially expressed lincRNAs were identified between E50 and E60 (41 were upregulated and 275 were downregulated); 358 differentially expressed lincRNAs were identified between E60 and E70 (289 were upregulated and 69 were downregulated), and 224 lincRNAs overlapped among E50, E60 and E70 (Fig. 9d).

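Counted from the q values in the authors' deposited table, 316 of the 450 lincRNAs differed between E60 and E50, with 41 higher and 275 lower at E60. Between E70 and E60, the authors' deposited table calls 358 lincRNAs, with 289 higher and 69 lower at E70, and 224 were called in both comparisons. By FPKM alone, without a threshold, 345 of the 450 (76.7%, Wilson 95% confidence interval 72.5% to 80.3%) were lower at E60 than at E50, and 337 (74.9%, 70.7% to 78.7%) were higher at E70 than at E60. Among the 385 lincRNAs above 0 at all 3 stages, these shares were 84.7% and 85.5%, a filter that by itself raises them, because lincRNAs listed at 0 at E50 can only be higher at E60 and those listed at 0 at E70 can only be lower at E70. The other transcripts went mostly the other way: of 4203 called between E60 and E50 in the authors' deposited table, 925 (22.0%) were lower at E60.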

Although most lncRNAs have not been functionally characterized, previous studies have shown that mammalian lncRNAs are preferentially located next to genes with developmental functions in the regulation of gene expression in either *cis* or *trans* [30]. Considering that E60 is a key stage for M2 initiation, we focused on neighbouring genes of differentially expressed lincRNAs between E50 and E60 and obtained a set of such genes for enrichment of GO. This lincRNA profile illustrated the intricate relationship between coding mRNA and lincRNA transcripts in additional molar development.

Recent studies have suggested that lncRNA expression patterns are often correlated with mRNA expression patterns to regulate the expression of neighbouring genes in *cis* or target distant transcriptional activators or repressors in *trans* [36–39]. 

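The 12 pairs of Additional file 7 each join a lincRNA to a transcript of another locus on the same WZSP scaffold, at distances of 98 to 9547 bp between the loci. The positions below are those of the loci and not of the single transcripts. In all 12 pairs, the lincRNA had its lowest FPKM at E60 and the neighbouring transcript its highest. The paper lists these pairs for their negative correlation in the same data, so this opposition is no independent evidence. The lincRNA next to ZDHHC18 on scaffold 197 (1518843 to 1525904) had an FPKM of 73.7 at E50, 0.777 at E60 and 58.4 at E70, whereas the ZDHHC18 transcript (1487374 to 1518745) had 0.274, 10.5 and 0.603. The lincRNA next to TLCD2 on scaffold 211 (6175886 to 6209823) had 89.3, 0.975 and 105 FPKM, and the TLCD2 transcript (6218745 to 6223984) had 0.422, 8.98 and 0.169. Over the 3 stages, Pearson r of FPKM was -0.99 for both pairs and ranged from -0.99 to -0.82 over the 12 pairs. With the listed transcript, r was under -0.9 for 8 of the 12 pairs. With the FPKM summed over all transcripts of the neighbouring locus, r was under -0.9 for 6 of the 12 pairs and changed sign in 4. A correlation over 3 values cannot be tested pair by pair. To set these pairs beside others, 441 of the 450 lincRNAs were paired with a transcript of the nearest other locus on the scaffold, at a median distance of 7276 bp, taking at that locus the transcript with the highest mean FPKM among those whose FPKM changed between stages, and 95 pairs (21.5%, Wilson 95% confidence interval 18.0% to 25.6%) had r under -0.9. In 10000 random draws that paired each lincRNA with a transcript from another scaffold matched on mean expression, the median was 24.5% and the central 95% of draws ran from 21.8% to 27.4%. The neighbours' share lay at percentile 1.49 of the draws. On log2(FPKM + 1), 34.9% of the neighbours had r under -0.9, at percentile 3.26 of the draws. With r under -0.99 the share was 7.71%, at percentile 25.6. Over all transcripts within 100 kb it was 29.2%, against a median of 28.7% in 1000 draws, at percentile 85.3. With all transcripts of the nearest locus, chosen after seeing the data, it was 25.7%, at percentile 3.80.

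**Figure D3:**
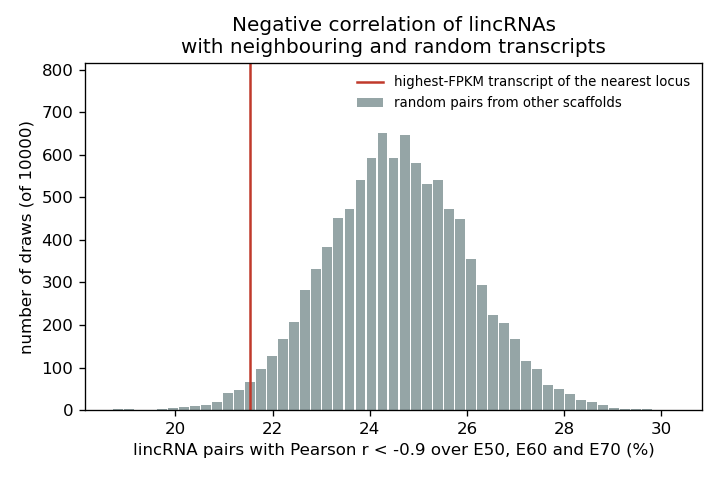
Share of lincRNA pairs with Pearson r under -0.9 over E50, E60 and E70 (x axis, in percent) in 10000 random draws of partners from other scaffolds (grey bars; y axis, number of draws). The red line marks the 441 lincRNAs with the transcript of highest mean FPKM at the nearest locus, at 21.5%, against a median of 24.5% in the draws.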

We found that some lincRNAs are negatively correlated with neighbouring genes, implying that those lincRNAs may play a *cis* regulatory role (Fig. 9e, Additional file 7). Furthermore, we constructed networks based on trends from RNA-Seq to identify the index of the co-expression relationship between differentially expressed lincRNAs and mRNAs, suggesting that certain lincRNAs may be co-regulated in expression networks (Fig. 9f). These data may offer valuable resources for future functional studies of lincRNAs related to additional molar development.

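The lists behind these networks, limited to transcripts of enriched pathways, were not used here. Over all pairs of the 450 lincRNAs with the 6856 other transcripts called between any pair of stages in the authors' deposited table, 3085200 pairs in all, 7.39% had a Pearson r of FPKM above 0.999 over the 3 stages and 3.23% had r under -0.999. Independent normal values at 3 stages would give 1.42% on each side, a rate that does not allow for the selection of these transcripts by their change between stages. The pairs were unevenly spread over the lincRNAs: the median number of partners with r above 0.999 was 58 per lincRNA, below the 97.6 that independent normal values would give.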

## Discussion

In the present study, we characterized the temporal gene expression profiles of additional molars at early stages in miniature pigs. We identified key pathways participating in additional molar development and uncovered key genes and novel transcripts and lincRNAs associated with early odontogenesis and morphogenesis of additional molars. Our results showed extensive conserved homology of the transcriptome between the miniature pig and humans. In addition, the transcriptome of additional molars in miniature pigs shared similar required signals for odontogenesis with other mammals, demonstrating that the miniature pig is a much better and more biologically relevant animal model than mice for studying permanent molar development. The profiling of differentiated genes, identified pathways and key genes will further facilitate in-depth surveys of molecular mechanisms of the spatiotemporal cascade initiation of additional molars in a large diphyodont mammal. The identification of new lincRNAs will aid in advancing our understanding of their regulatory roles in this cascade initiation.

Recent studies from diphyodont mammals including ferret and swine have shown that permanent molars, being different from replacement teeth (permanent incisors, canines and premolars) initiated from secondary dental lamina, bud off from the posterior-free end of primary dental lamina [2, 10]. Similar to humans, pig permanent molars that develop behind the deciduous dentition are not replaced, forming sequentially in an anterior-to-posterior direction. We further identified a spatiotemporal pattern of additional molar cascade initiation [2]; however, the molecular mechanisms regulating sequential additional molar formation remain unclear. Studies using mouse models showed that removal of the murine M1 from the developing M2 placode in culture leads to the formation of a fourth molar (M4) [40]. An inhibitory cascade model thus has been proposed to account for sequential molar initiation in mammals. Sequential initiation of molars depends on a balance between inter-molar inhibition and mesenchymal activators. Inhibin-βA and Bmp4 are candidate mesenchymal activators whereas Sostdc1 is a candidate inter-molar inhibitor [40]. The Bmp4–Msx1 positive feedback loop has been identified as playing a critical role in driving sequential tooth formation; the Wnt–Shh–Sostdc1 negative feedback loop with a potential mechanism in which WNT signalling induces Shh to suppress the Wnt/β-catenin pathway was proposed to account for spatial tooth patterning [24, 41–43]. In the present study, the WNT and TGF-β pathways displayed associations with cascade initiation of molars. Further dissection of the functions of both pathways using the miniature pig as a model will provide key insights into the sequential regulation of the initiation of molars.

Little is known about why almost all mammals develop three molars and what limits the number of molars in most mammal species. Molar agenesis is common in humans, and the third molar is mostly affected (approximately 20% of people do not develop all third molars), followed by the second molar (0.06% in maxilla, 0.13% in mandible) and the first molar (0.07% in maxilla, 0.03% in mandible). Mutations in *MSX1*, *PAX9*, *PITX2* and *TFAP2B* have been detected in patients with molar agenesis. In the mouse, mutations in *ActRIIA/B*, *Fgf8*, *Smad2*, *Smo* and *IκBα* also present a molar-agenesis phenotype [44]. Most of these genes were identified in our study, which showed a temporal differential expression pattern during additional molar morphogenesis. Our results provide gene expression profiling that can aid in understanding molar agenesis. Moreover, the miniature pigs are convenient for performing a comparison of differentially expressed gene dynamics during replacement and additional tooth morphogenesis, which could contribute to understanding the underlying mechanism regulating permanent teeth development.

The analysis of epithelial determination implies that the dental lamina plays a key role in spatiotemporal initiation of additional molars. The stage-specific gene expression patterns suggest that up-regulated genes are predominant in E60 versus E50 while down-regulated genes dominate the morphogenesis in E70 versus E60 during early additional molar development. The combination Pathway-net and Signal-Net results suggest that sequential formation of additional molars is linked by common pathways that likely control the balance among growth, proliferation and differentiation as new dental organs initiate development. Specifically, spatiotemporal patterns of additional molars are controlled by fine-tuning the signals mediating morphogenesis and odontogenesis. Moreover, our results also imply that the WNT and TGF-β pathways strongly correlate with cascade initiation of additional molars.

A systematic analysis of lincRNAs expressed during additional molar morphogenesis has been elusive. Several studies have indicated that some lncRNAs play important roles in fundamental biological processes by a range of mechanisms, such as interacting with and modulating the activity of chromatin modification; acting as decoys in the sequestration of miRNAs, transcription factors and proteins; or serving as precursors for the generation of siRNAs [33, 45–50]. Here we provided the first systematic identification of lincRNAs during additional molar morphogenesis in miniature pigs and 450 differentiated lincRNAs. Many lincRNAs negatively correlated with genes near lincRNAs, implying that lincRNAs may play a role in regulating the silencing of neighbouring genes. Additional studies will result in a better understanding of the function and transcriptional regulation mechanism of lincRNAs during additional molar morphogenesis.

## Conclusions

Taken together, our results will not only contribute to the understanding of the molecular mechanism of additional molar developmental regulation but also provide the foundation for further exploring the regulation mechanisms of spatiotemporal variation of human permanent molars in number, size, location and eruption. The dynamic expression profiling of the identified lincRNAs will also yield novel insights into the cascade initiation of additional molars and pave the way for further explorations of the functional roles of lincRNA during porcine additional molar development.

## Methods

### Ethics statement

This study was carried out in strict accordance with the recommendations of the Regulations for the Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China, revised in June 2004). All procedures involving animals described in the present study were reviewed and approved by the Animal Care and Use Committee of Capital Medical University, Beijing, China (Permit Number: CMU-B20100106). All miniature pigs were placed in adjacent identical pens and given continuous access to a standard commercial feed ration and water. All surgery was performed under combination anesthesia, and all efforts were made to minimize suffering. In brief, the timed gestation of the pregnant miniature pigs was determined starting the day following insemination and verified by B-type ultrasonic inspection. The miniature pigs were anesthetized with a combination of 6 mg/kg ketamine chloride and 0.6 mg/kg xylazine, and were sacrificed by over-anesthetization after removing the fetuses by cesarean section.

### Samples collection

Pregnant Wuzhishan miniature pigs were obtained from the Institute of Animal Science, Chinese Agriculture University, Beijing, China. The staged miniature pig embryos and fetuses were obtained by cesarean section at E50, E60, and E70, and part of it subjected to histological analysis to determine the developmental stage. The additional molar germs, attached the dental lamina from the same developmental stages in mandibles from the same litter were isolated and immerged in 5–10 volumes of RNAlater solution (Ambion, USA) overnight at 4 °C, and then stored at −20 °C until needed for total RNA extraction. We distinguish three morphological developmental stages of M1: cap stage at E50, early bell stage at E60, and late bell stage at E70 respectively, verified by serial histological sections.

### Total RNA isolation

Total RNA was extracted from a pool of additional molar germs samples from same developmental stages at E50, E60 and E70 respectively using the RNeasy and RNase-Free DNase Set (QIAGEN, Germany) according to the manufacturer’s instructions. RNA integrity was verified on an Agilent Bioanalyzer 2100 (Agilent Technologies, Palo Alto, CA). RNA with RIN ≥7.0, 28S/26S ≥1.0 and OD260/280 = 1.8-2.2 was used for transcriptome sequencing, microarray and qRT-PCR analysis.

### Transcriptome sequencing and analysis

Pools of samples with a RIN score >7.0 derived from E50, E60 and E70 containing the same developmental stages were used to generate Illumina RNA-Seq libraries,which were sequenced on Illumina Hiseq 2000 at BerryGenomics Co.,Ltd (Beijing, China). Sequencing runs were performed at paired-end, 100 bp long, strand-specific reads per sample. Analysis pipeline was performed at Advanced Computing Research Laboratory (Institute of Computing Technology, Chinese Academy of Sciences, Beijing 100190, China). We used domestic pig genome (ftp://ftp.ensembl.org/pub/release-69/fasta/sus_scrofa/dna/) and Wuzhishan pig genome (WZSP, http://gigadb.org/dataset/100031) as the reference genome.

Seq-reads were aligned to the reference genome with TopHat v2.0.4. Transcripts were assembled and quantified using Cufflinks (V2.0.2). The assembled transcripts were merged by running Cuffmerge for annotation. We chose Ensembl gene sets of WZSP or pig (Sus scrofa), cow (Bos_taurus), human and mouse (mm) as reference genes for the annotation pipeline. Gene expression quantification was performed using the normalized number of fragments per kilobase of exon per million reads (FPKM) as reported in Cufflinks output. Then, GO and pathway enrichment analysis was performed for the differentially expressed genes. For lincRNAs, the transcripts (>200 bp and exon number >1) were subjected to CNCI (Advanced Computing Research Laboratory, Institute of Computing Technology, Chinese Academy of Sciences, Beijing 100190, China) [11] to get long intergenic non-coding transcript (lincRNA) candidates. The candidates from E50, E60 and E70 were merged using Cuffmerge, and aligned the short reads to WZSP, mouse, human (NONCODEv4 database hg19) and cow genome respectively for quantification and annotation using ncFANs to identify the putative lincRNAs. 

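The FPKM values in the deposited table did not share quantiles across stages. The 75th percentile over all 45614 transcripts was 1.23 at E50, 12.5 at E60 and 0.957 at E70, and the 90th percentile was 30.3, 42.7 and 53.5. The median was 0 at E50, 3.19 at E60 and 0 at E70.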

Raw data were transformed in FPKM (fragments per kilobase of exon per million fragments mapped) and quantiles normalized before statistical analysis. For detail of sequencing analyses, see Supplementary Methods in Additional file 8.

### Microarray analyses

According to the methods previously described [10], the GeneChip^®^ Porcine Genome Arrays (Affymetrix, Inc) were used for the expression profiling study in biological triplicates followed by manufacturer’s protocol. All microarray data have been deposited in Gene Expression Omnibus (GEO) under the accession codes GSE77006. The bioinformatics analysis was performed as described previously [10]. Next, the differential genes and functions with significant expression tendencies were predicted using STC (Series Test of Cluster) for further Path-Net, Signal-Net and Dynamic-Gene-Net analysis for Signal-Net to determine significant pathways and identify the key differentially expressed genes during early additional molars development. For detail of microarray analyses, see Supplementary Methods in Additional file 8.

### Quantitative real-time RT-PCR

The expression of a select group of genes from same RNA samples used for the microarray and sequencing analyses were analysed by real-time quantitative RT-PCR (qRT-PCR) as described previously [10]. Amplification of swine GAPDH mRNA was used as an endogenous control (primers used are listed in Table S2 in Additional file 2). Relative expression of each gene was determined using the 2^ΔΔCT^ method. Statistical analyses were performed and Pearson’s correlation coefficient was further calculated for each gene using the normalized data to quantify the consistency between microarray experiments and qRT-PCR (*p <* 0.05 and R > 0.9).

### Histochemical and immunohistochemical analysis

Sections were prepared as described previously [2]. Sections were stained with haematoxylin and eosin (H&E) for the tissue morphogenetic study. Immunohistochemistry analyses were performed following the manufacturer’s instructions. The primary antibodies used were anti-Wnt10b, anti-BMP4, anti-Gli1, anti-SHH, anti-SOX2, anti-β-catenin and anti-OSR2 (Santa Cruz). Images were taken using a microscope (Olympus BX43F) with an attached Olympus DP72 digital camera system.

### In situ hybridization

Non-radioactive in situ hybridization was performed. RT-PCR was performed using E60 embryo mandible mRNA. Degenerate primers used for miniature pig TCF4 and BMP4 are listed in Table S3 in Additional file 2. The PCR products were extracted from agarose gels.

The DNA sequencing was completed. The RNA probe was made by labelling with digoxigenin-UTP by in vitro transcription with T7 RNA polymerase according to the protocol of DIG RNA labelling Mix (Roche, USA). For the staining procedure, mandible samples were rinsed in RNAse-free PBS and fixed in 4% paraformaldehyde in PBS (pH7.5) overnight at 4 °C. The fixed tissues were decalcified in 10% EDTA-PBS for 1 week, before being embedded in paraffin. The samples were then cut into slides (4-6 μm/slide). After the rehydration through a series of ethanol (100%, 75%, 50%, and 25%), the specimens were treated with proteinase K (1 μg/ml in PBS) for 30 min at 37 °C, and then re-fixed with 4% paraformaldehyde in PBS. After rinsed with PBS, the specimens were then dehydrated with series of ethanol (25, 50, 75 and 100%), before leaving the slides to air dry for 1 h. The specimens were hybridized in hybridization buffer (containing 50% formamide, 5 x sodium citrate/sodium chloride buffer, 1% sodium dodecyl sulfate, 50 μg/ml heparin, 50 μg/ml tRNA, 1–3 μg/ml digoxigenin-labeled riboprobes) at 70 °C overnight. After washing for hours, specimens were incubated with alkaline phosphatase conjugated anti-digoxigenin Fab (Roche, USA) overnight. Positive signals were detected by incubating the specimens with NBT/BCIP substrates (Promega, USA).

## Additional files

Additional file 1: Figures S1–S6. with their legends.
Additional file 2:Tables S1–S3.
Additional file 3: Data 1. The differentially expressed genes and GOs from sequencing.
Additional file 4: Data 2. The GOs and pathways enrichment of differentially expressed genes from microarray.
Additional file 5: Data 3. 307 differentially expressed genes from path-net analysis (*p* <0.01.
Additional file 6: Data 4. 450 differentially expressed lincRNAs with significance (*P* <0.05, q <0.05). 

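The list in Additional file 6 pairs each lincRNA with its number of exons, its length, its locus on the WZSP assembly, its FPKM at E50, E60 and E70, and the P and q of both comparisons between consecutive stages. The headings of the length and exon columns are exchanged: the column headed as length holds values such as 2, and that headed as exon number holds lengths in nucleotides. The FPKM of all 450 lincRNAs matched the deposited table. The q of E60 against E50 matched for 424 of them, and that of E70 against E60 for 421, and the paper's list marks 316 and 358 lincRNAs as significant, the same numbers as counted from the authors' deposited table.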

(XLSX 113 kb)
Additional file 7: Data 5. lincRNAs and neighbouring genes with negative correlation (Pearson coefficient>0.9).
Additional file 8: Supplementary Methods. Including the detailed bioinformatics analysis methods not included in the main text.

## Abbreviations

bp: base pair
CNCI: Coding-Non-Coding Index
E: Embryonic day
FPKM: Fragments per kilobase of exon per million reads
GEO: Gene expression omnibus
lincRNA: Long intergenic non-coding RNA
M1: First molar
M2: Second mola
M3: Third molar
nt: Nucleotides
PN: Postnatal day
qRT-PCR: Quantitative real-time polymerase chain reaction
RNA-Seq: RNA sequencing
STC: Series test of cluster
WZSP: Wuzhishan pig genome

# Supplementary material for: Transcriptome analysis of coding and long non-coding RNAs highlights the regulatory network of cascade initiation of permanent molars in miniature pigs
**Source:** BMC Genomics. 2017 Feb 10;18:148. doi: 10.1186/s12864-017-3546-4
**Supplement:** Additional file 1: Figures S1–S6. — with their legends.

## **ADDITIONAL FILE1: Supplementary Figures**

**Transcriptome analysis of coding and long non-coding RNAs highlights the regulatory network of cascade initiation of permanent molars in miniature pigs**

Fu Wang<sup>1,2</sup>, Yang Li<sup>1</sup>, Xiaoshan Wu<sup>1</sup>, Min Yang<sup>2</sup>, Wei Cong<sup>2</sup>, Zhipeng Fan<sup>3</sup>, Jinsong Wang<sup>4</sup>, Chunmei Zhang<sup>1</sup>, Jie Du<sup>5</sup>, Songlin Wang<sup>1,4\*</sup>

**Supplementary Figures S1.** The bioinformatics pipeline using sequencing and microarray methods.

**Supplementary Figures S2.** The filter of sequencing data from E50, E60 and E70.

**Supplementary Figures S3.** Overview of differential genes from microarray and sequencing.

**Supplementary Figures S4.** The gene expression tendencies from microarray and Sequencing during additional molar morphogenesis.

**Supplementary Figures S5.** STC-GO analysis from microarray.

**Supplementary Figures S6.** The number of exons and length of putative lincRNAs.

Supplementary Figure S1

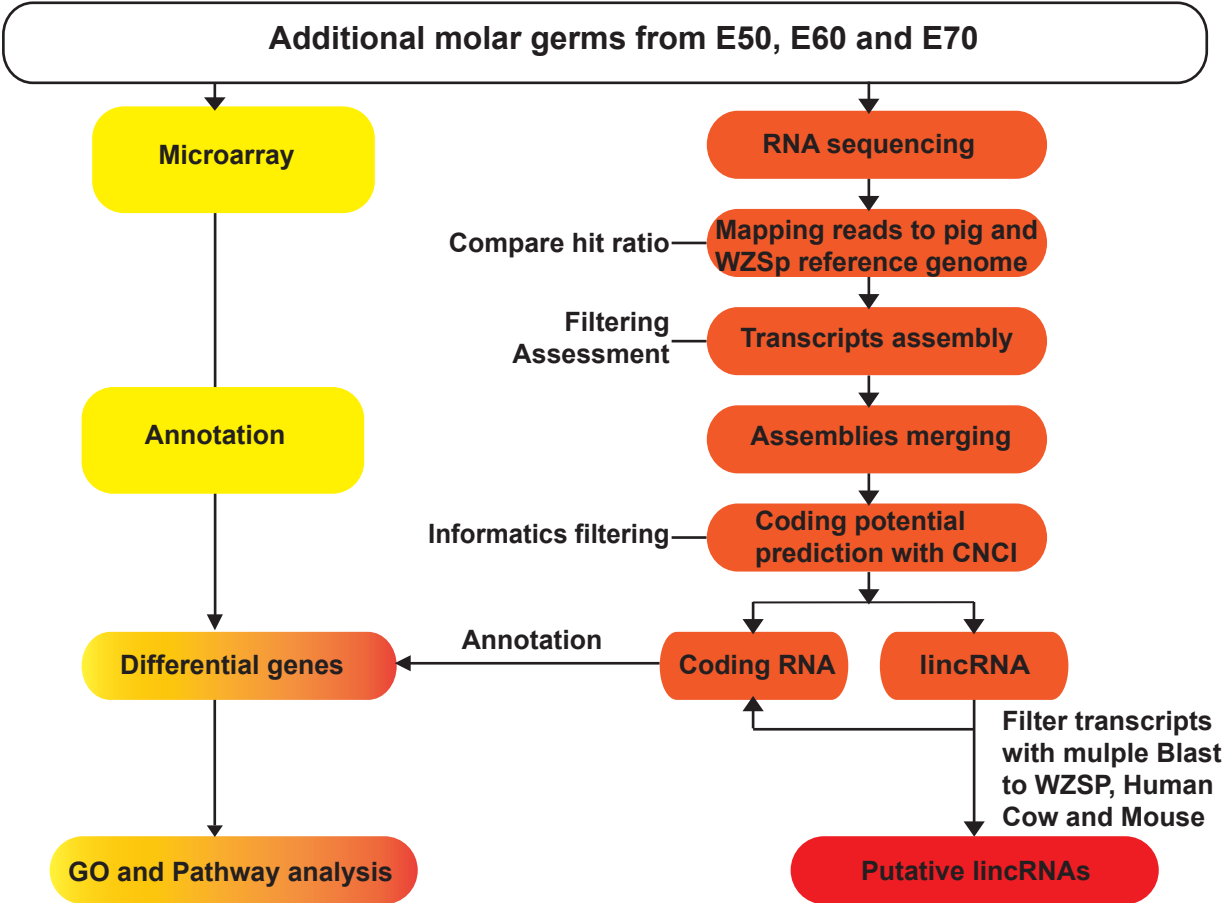

**Supplementary Figure S1.** The bioinformatics pipeline using sequencing and microarray methods.

Supplementary Figure S2

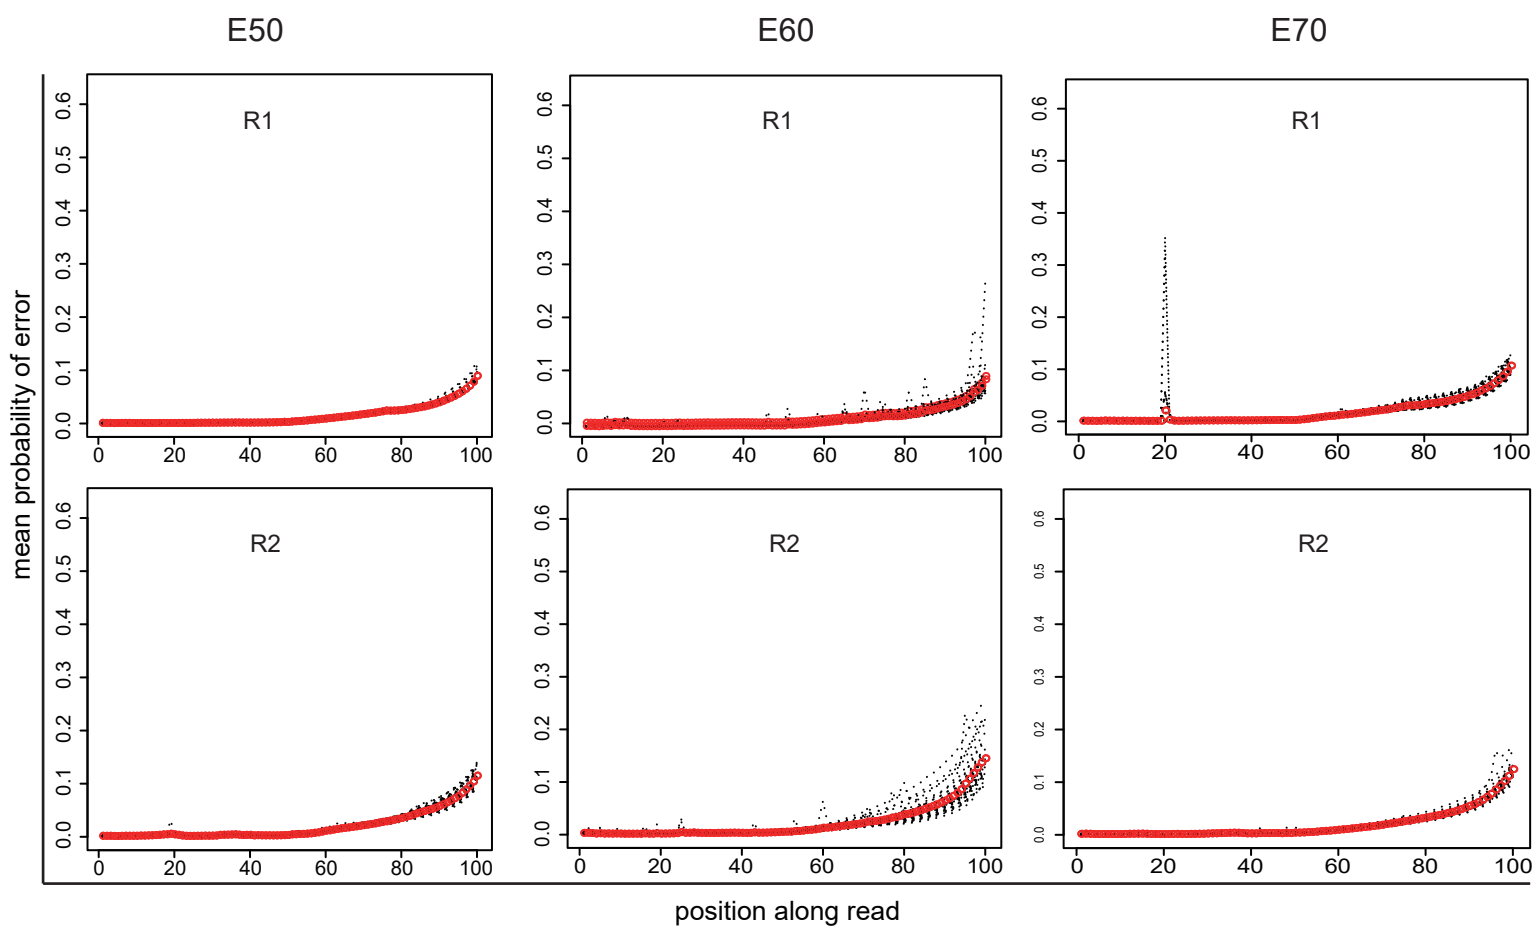

**Supplementary Figure S2.** The filter of sequencing data from E50, E60 and E70 showing high quality sequencing data with low probability of error (y-axis). X-axis represents position of reads. Global average of reads in red, individual tile averages of reads in black.

Supplementary Figure S3

A

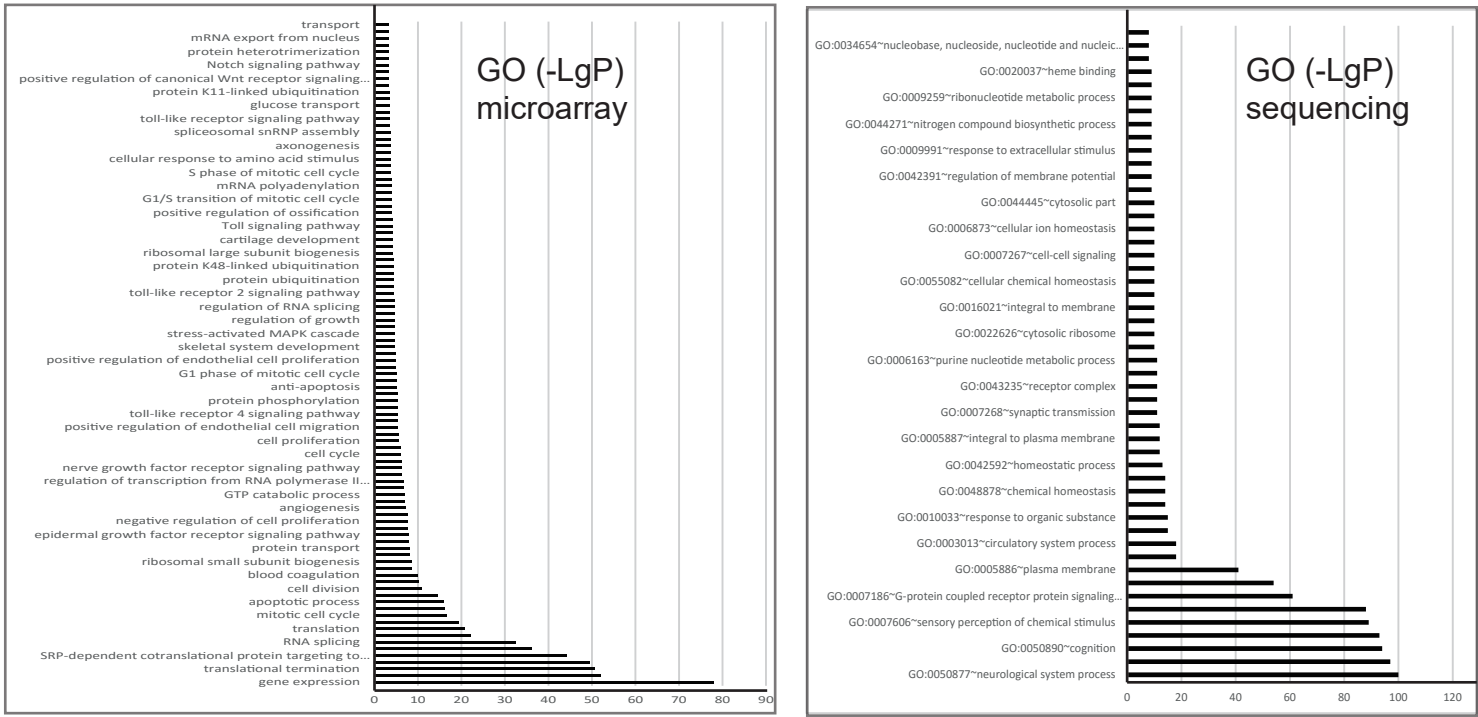

B

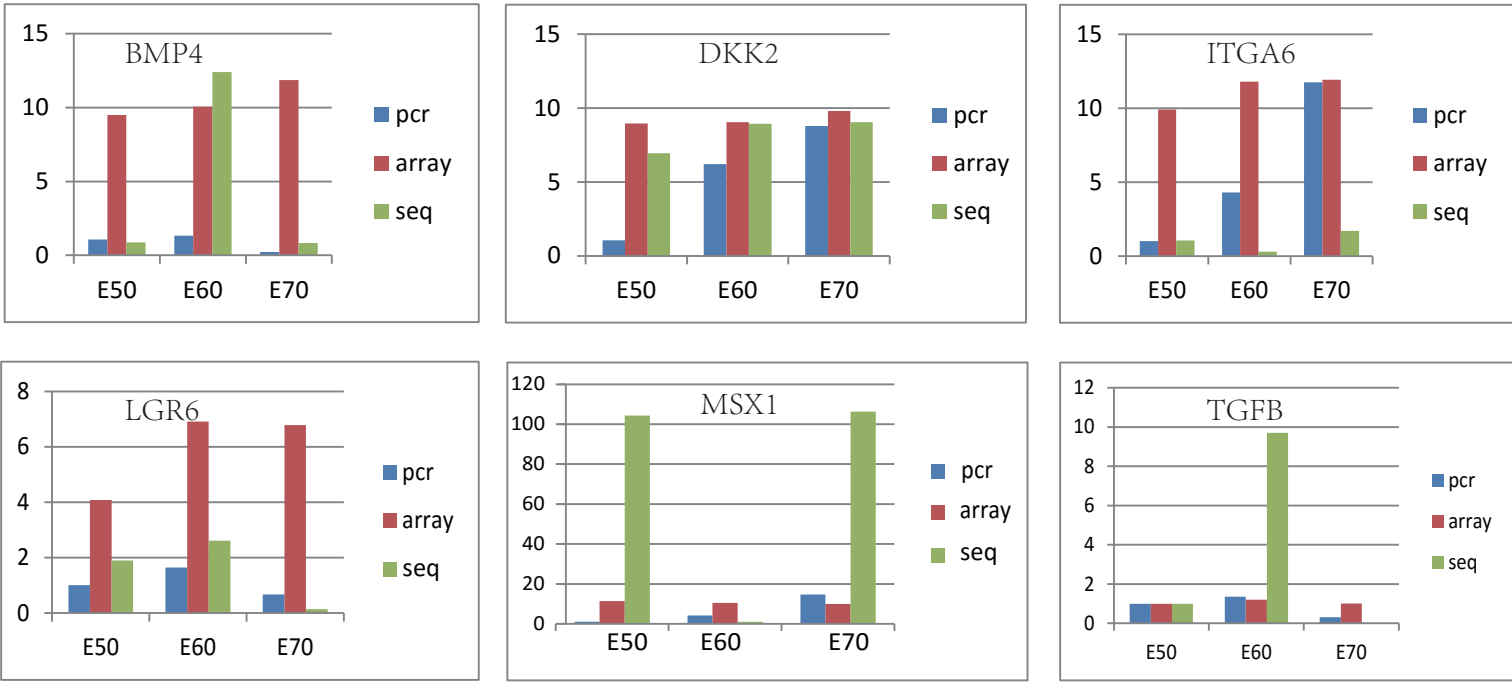

**Supplementary Figure S3.** Overview of differential genes from microarray and sequencing.

**(A)** Top 50 GO terms of differential genes from E50 to E60 ( $P < 0.05$ ). **(B)** The genes detected by real-time RT-PCR are in agreement with the results of the normalized microarray and sequencing.

Supplementary Figure S4

Expression trends of mRNA from microarray

A

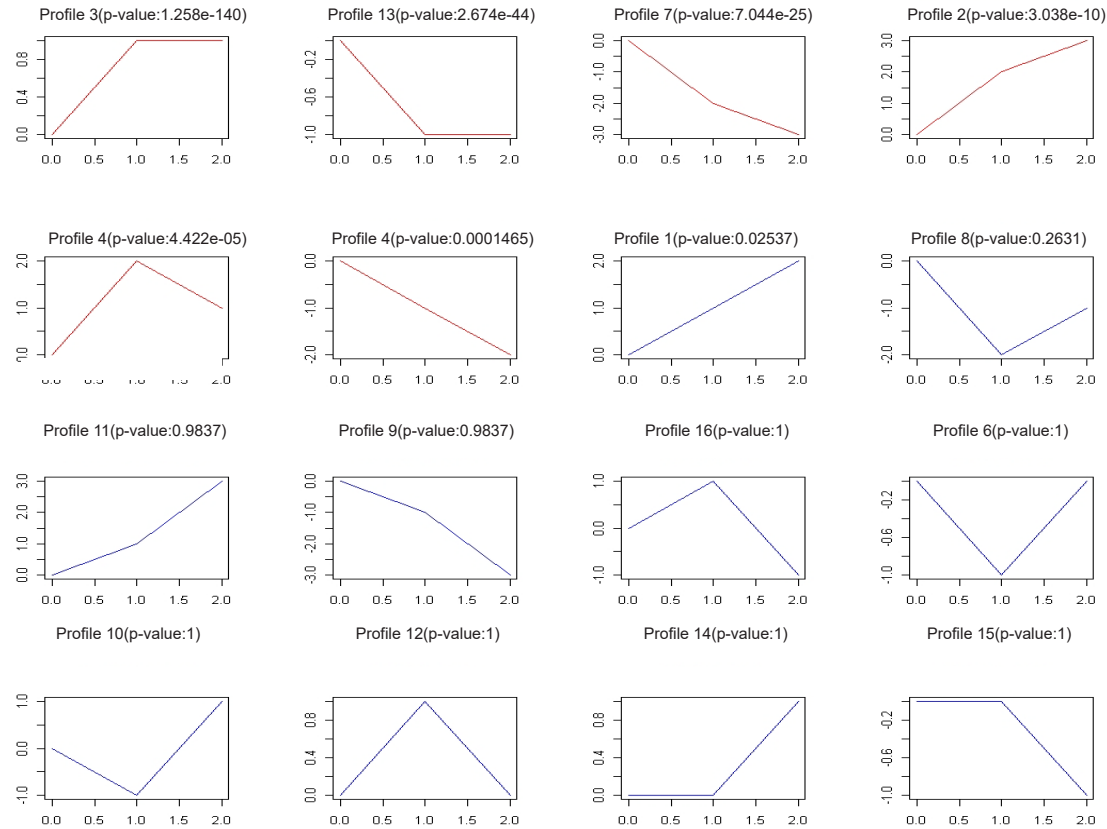

Expression trends of mRNAs from RNA-Seq

B

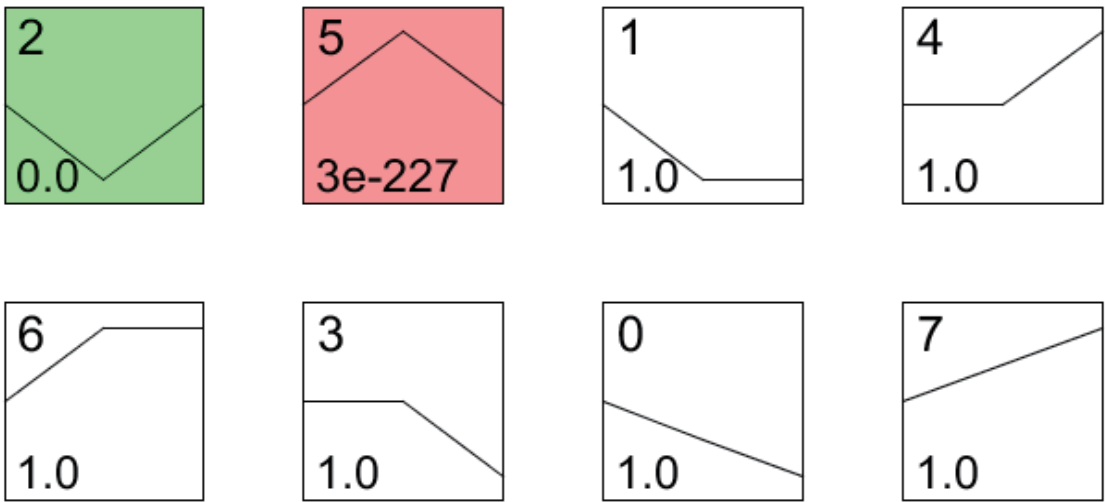

Expression trends of lncRNAs from RNA-Seq

C

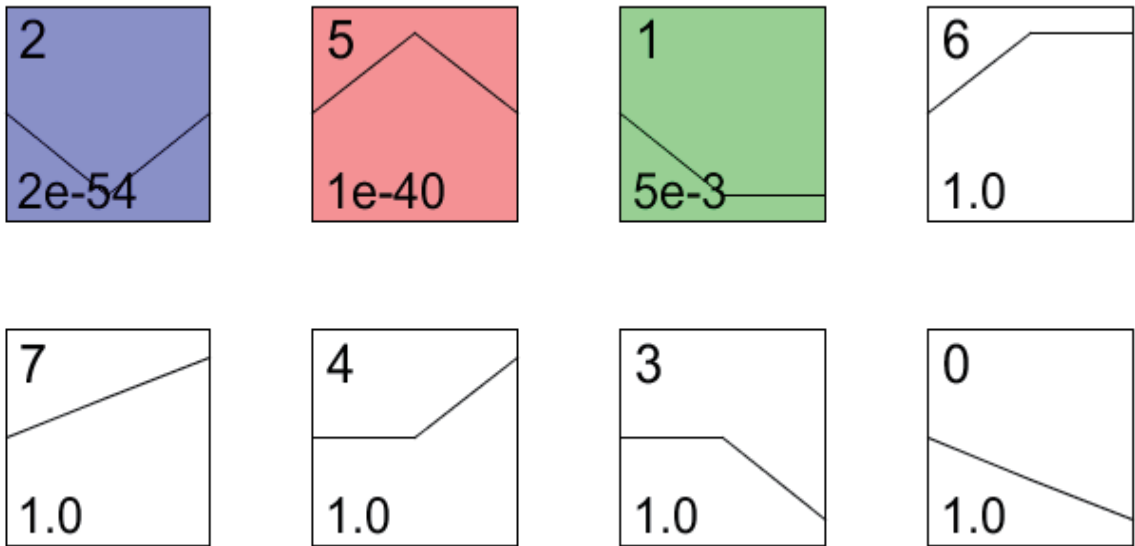

**Supplementary Figure S4.** The gene expression tendencies from microarray and sequencing during additional molar morphogenesis. **(A)** Total 16 potential tendencies of differentially expressed coding-RNA profiles from microarray. Each box represents a model expression profile (order based on p-value significance). Six expression patterns of genes have statistical significance ( $p < 0.05$ , red colored trend line). **(B)** The potential tendencies of differentially expressed coding-RNA profiles from sequencing (order based on p-value significance). The upper number in the profile box is the model profile number and the p-value is shown in bottom of box. Three significant expression tendencies are identified ( $p < 0.05$ , coloured boxes). **(C)** The tendencies of lncRNA expression profiles from sequencing (order based on p-value significance). The upper number in the profile box is the model profile number and the p-value is shown in bottom of box. Three significant expression tendencies are screened ( $p < 0.05$ , coloured boxes).

# Supplementary Figure S5

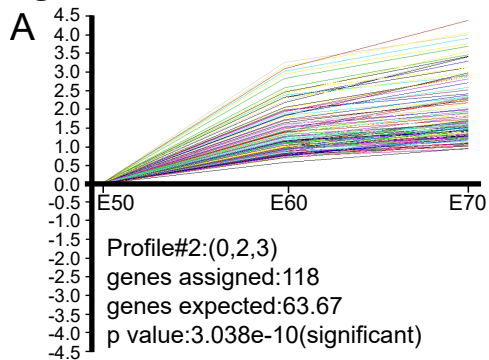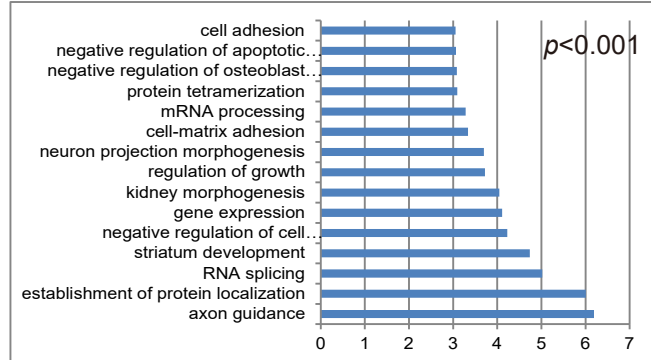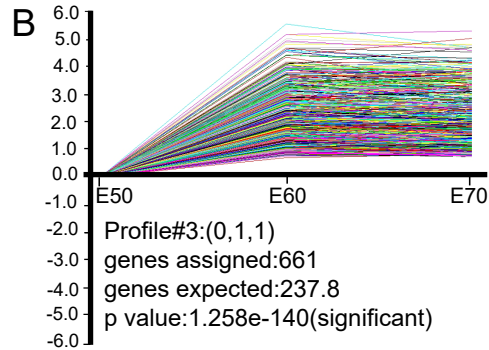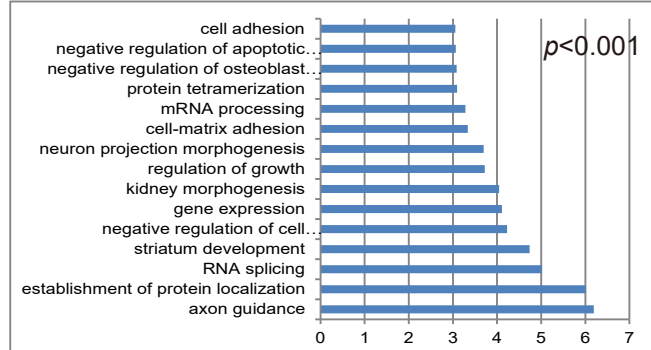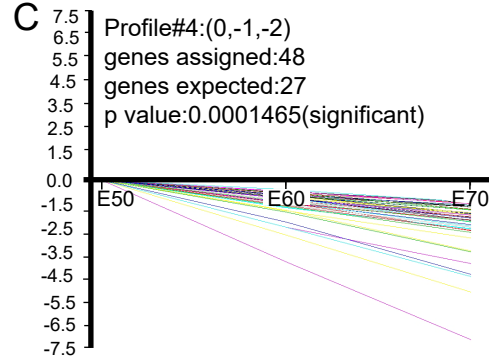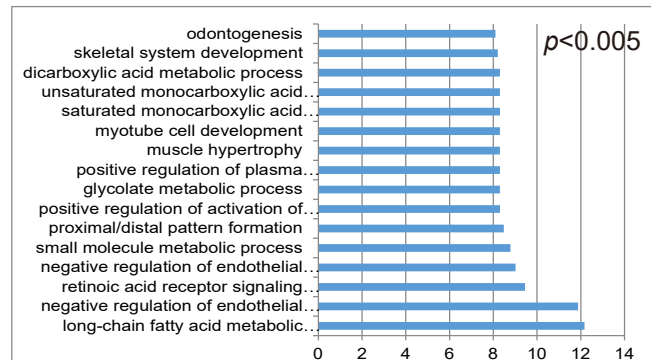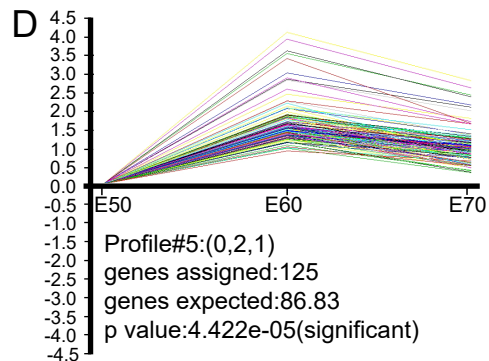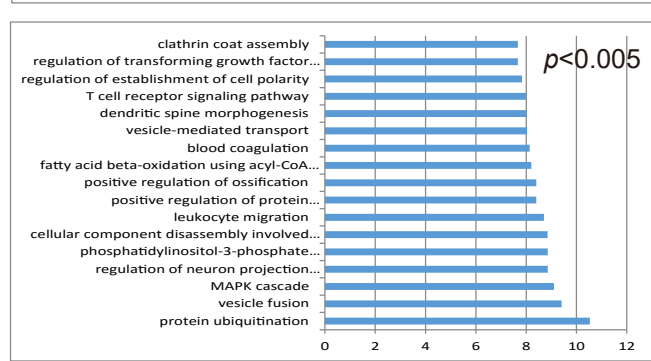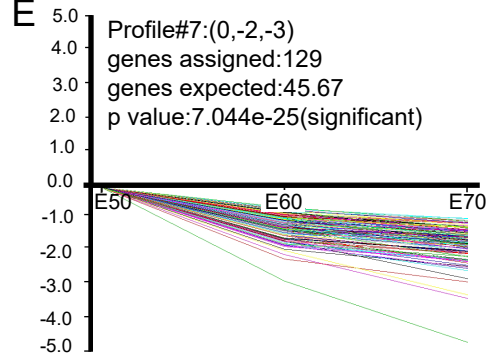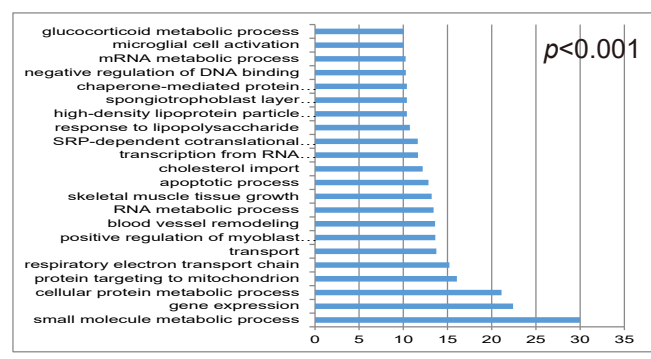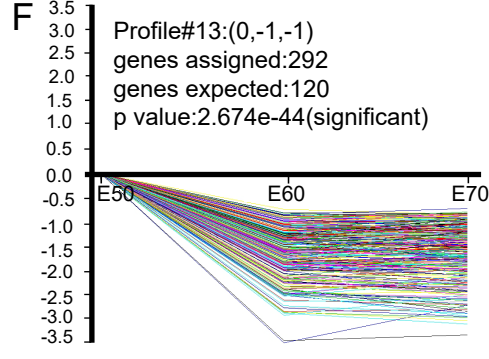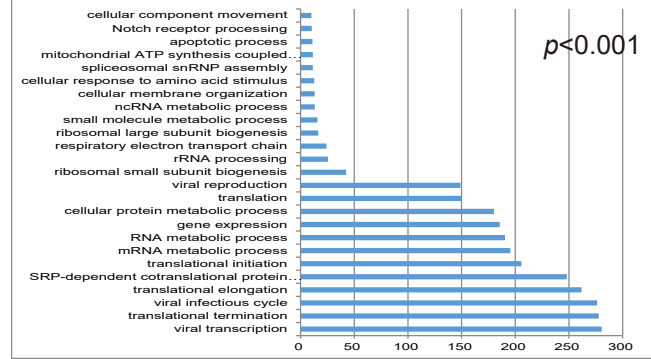

**Supplementary Figure S5.** STC-GO analysis from microarray. **(A-F)** the expression trends enriched from the differentially expressed genes (left panel, the horizontal axis represents stages, and the vertical axis shows the time series of gene expression levels. The value in brackets after the profile represents the variation intensity, the genes assigned represent the gene number in each profile, the genes expected represent the theoretical gene number in each profile, and the p-value indicates significance) and significant enriched GO terms (right panel). **(A)** The constantly increased expression tendency and enriched GO terms. **(B)** The tendency with first increased then unaltered expression and enriched GO terms. **(C, E)** The constantly decreased expression profile and enriched GO terms. **(D)** The tendency characterized by first increased then slightly decreased expression and enriched GO terms. **(F)** The tendency with first decreased then unaltered expression and enriched GO terms.

Supplementary Figure S6

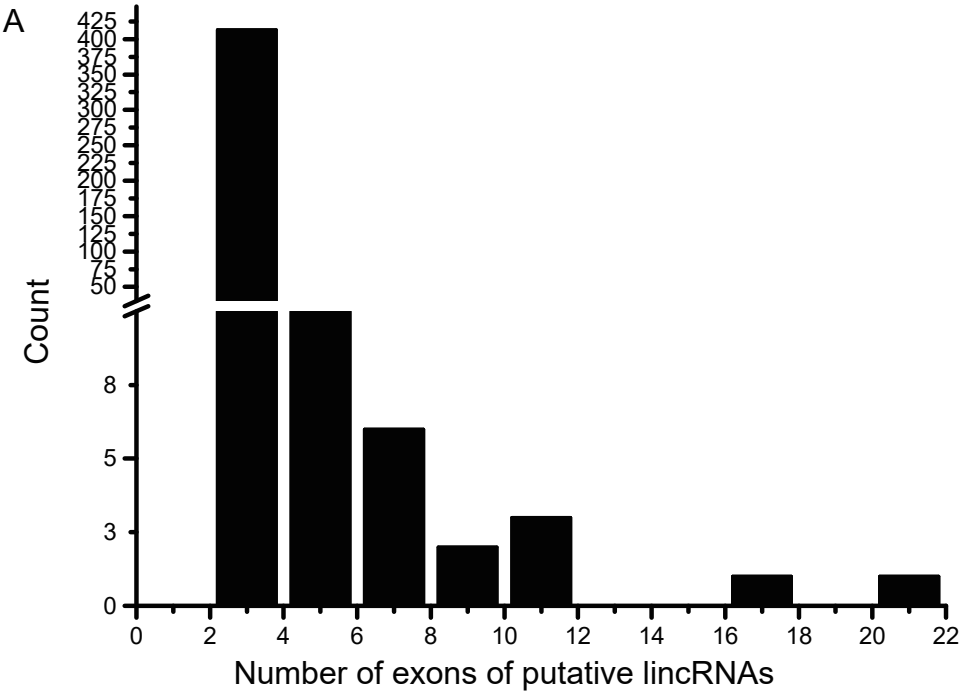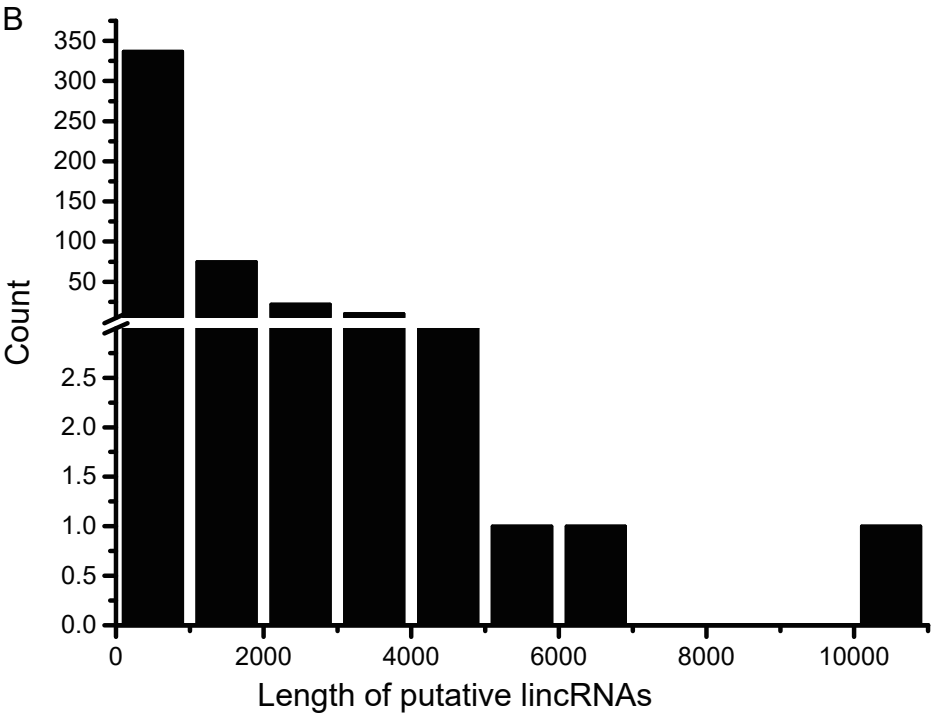

**Supplementary Figures S6.** The number of exons and length of putative lincRNAs.

**(A)** The frequency distribution of number of exons of putative lincRNAs. **(B)** The frequency distribution of length of putative lincRNAs.

# Supplementary material for: Transcriptome analysis of coding and long non-coding RNAs highlights the regulatory network of cascade initiation of permanent molars in miniature pigs
**Source:** BMC Genomics. 2017 Feb 10;18:148. doi: 10.1186/s12864-017-3546-4
**Supplement:** Additional file 2:Tables S1–S3.

# ADDITIONAL FILE 2: Supplementary Tables

**Transcriptome analysis of coding and long non-coding RNAs highlights the regulatory network of cascade initiation of permanent molars in miniature pigs**

Fu Wang1,2, Yang Li1, Xiaoshan Wu1, Min Yang2, Wei Cong2, Zhipeng Fan3, Jinsong Wang4, Chunmei Zhang1, Jie Du5, Songlin Wang1,4*

**Supplementary Tables S1.** Overview of the Transcriptome Sequencing.

**Supplementary Tables S2.** The Primer Sequences for real-time PCR Overview of the transcriptome sequencing.

**Supplementary Tables S3.** The Primer Sequences for PCR Prior to Probe Making for In Situ Hybridization.

**Table S1:** Overview of the Transcriptome Sequencing

| **Sample Info** | **Total clean Reads** | **Reads Length** | **Insert Size** | **Yield (bps)** |
| --- | --- | --- | --- | --- |
| E70 | 61,295,544 | 100 | 300 | 12,259,308,800 |
| E60 | 60,029,490 | 100 | 330 | 12,005,898,000 |
| E50 | 57,050,205 | 100 | 330 | 11,410,041,000 |
| Total | 178,375,239 |  |  | 35,675,247,800 |

|  |  |  |  |
| --- | --- | --- | --- |
|  |  |  |  |
|  |  |  |  |
|  |  |  |  |

**Table S2: The Primer Sequences for real-time PCR**

| mRNA name | Primer Sequences |
| --- | --- |
| GAPDH-Fn | ATTTGGCTACAGCAACAGGGT |
| GAPDH-Rn | AAGTCAGGAGATGCTCGGTGT |
| ITGB6-F | TGTATTACCTCATGGACCTCTCG |
| ITGB6-R | GCCCAGTCTAAAGTTGCTCGT |
| LGR6-Fn | TTTCCTGTGGTCTCCTTGCC |
| LGR6-Rn | CAAAGTAGCCGAAGGTCAAGG |
| DKK2/LOC100519672-F | CGTCACTTCTGGACCAAAATC |
| DKK2/LOC100519672-R | CAGTCACACCGCTGGAAGAT |
| MSX1-F | TGAGAACGGTCGGAGAAAAGA |
| MSX1-R | ACCTACCTTTGTCACGCATCTG |
| BMP4-Fn | AAGCGTAGCCCCAAGCAT |
| BMP4-Rn | CACTGAAGTCCACATAGAGCGAG |
| TGFB2-Fn | ATTTCCATCTACAACAGCACCA |
| TGFB2-Rn | CCTTGGCGTAGTATTCCTCGT |

**Table S3: The Primer Sequences for PCR Prior to Probe Making for In Situ Hybridization**

| gene name | Sense Primer | Antisense Primer |
| --- | --- | --- |
| BMP4 | GATCTCATCCGCAGAGCTTC | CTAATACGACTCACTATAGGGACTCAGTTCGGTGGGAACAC |
| TCF4 | GGCTACCCTTCCTCAAAACC | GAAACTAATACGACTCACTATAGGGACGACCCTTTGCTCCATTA |

# Supplementary material for: Transcriptome analysis of coding and long non-coding RNAs highlights the regulatory network of cascade initiation of permanent molars in miniature pigs
**Source:** BMC Genomics. 2017 Feb 10;18:148. doi: 10.1186/s12864-017-3546-4
**Supplement:** Additional file 8: — Supplementary Methods. Including the detailed bioinformatics analysis methods not included in the main text.

**ADDITIONAL FILE 14: Supplementary Methods**

**“Transcriptome analysis of coding and long non-coding RNAs highlights the regulatory network of cascade initiation of permanent molars in miniature pigs”**

by Fu Wang, Yang Li, Xiaoshan Wu, Min Yang, Wei Cong, Zhipeng Fan, Jinsong Wang, Chunmei Zhang, Jie Du, Songlin Wang

**Supplementary Methods**

**Total RNA isolation and RNA-Seq library preparation**

Total RNA was isolated from samples at specific stages using TRIZOL Reagent (Life technologies, CA, US) following the manufacturer’s instructions, and then checked for integrity using an Agilent Bioanalyzer 2100 (Agilent technologies, CA US). Total RNA was further purified using the RNeasy mini kit and RNase-Free DNase Set (QIAGEN, GmBH, Germany).

Pools of samples with RNA integrity numbers (RIN) ≥7.0 derived from E50, E60 and E70 respectively were used to generate Illumina RNA-Seq libraries. Libraries were sequenced on Illumina Hiseq 2000 at BerryGenomics Co.,Ltd ( Beijing, China) according to Illumina’s protocol. Sequencing runs were done in paired-read mode with a 100-base read length.

**Transcriptome sequencing analyses**

Analysis pipeline were performed at Advanced Computing Research Laboratory (Institute of Computing Technology, Chinese Academy of Sciences, Beijing 100190, China). We used the spliced read aligner TopHat (V2.04) to map all sequencing reads to domestic pig ([ftp://ftp.ensembl.org/pub/release-69/fasta/sus_scrofa/dna/](ftp://ftp.ensembl.org/pub/release-69/fata/sus_scrofa/dna/)), Wuzhishan pig (WZSP, http://gigadb.org/wuzhishan-inbred-pig/). Two rounds of TopHat mapping were used to maximize the splice junction information derived from all samples. In the first round, all reads were mapped with TopHat using the following parameters: multi hits = 1 and the rest set as default; in the second round of TopHat mapping, all splice junctions produced by the initial mapping were collected and fed into TopHat to re-map each sample with the following parameters: raw-juncs, no-novel-juncs, multi hits = 1. Biological replicates of mapped reads from the same sample were merged into a single BAM file to facilitate the transcript assembly and quantification.

Aligned reads from TopHat were assembled into transcriptome for each sample separately by Cufflinks (V2.0.2). Cufflinks uses a probabilistic model to simultaneously assemble and quantify the expression level of a minimal set of isoforms and provides a maximum likelihood explanation of the expression data in a given locus. Cufflinks was run with default parameters (and‘min-frags-per-transfrag = 0’) and gave out transcripts information in gtf format and expression value in FPKM (fragments per kilobase of exons per million fragments mapped).

Next, aligned reads filtered from TopHat were assembled into transcriptome by Cufflinks (V2.02) running with default parameters. The assembled transcripts were merged by running Cuffmerge. Calculation and statistical analysis of the gene expression levels from the RNA-Seq data were performed using Cuffdiff for Pathway and Go analysis.

## Protein-coding gene annotation with RNA-seq data

We principally used a homology-based method to annotate the protein-coding genes of transcripts in miniature pigs. To improve quality of protein-coding gene annotation, we chose Ensembl gene sets of WZSP or pig (*Sus scrofa*, Sscrofa10.2), cow (*Bos_taurus*, release72), human (hg19) and mouse (*Mus musculus*, GRCm38) as reference genes for the annotation pipeline. The transcripts were preferred to blast to WZSP or pig. The unannotated transcripts were to blast against cow, human and mouse. For each orthologous transcript, the aligned orthologous identity was calculated between cow, human and mouse. The reference gene with higher aligned orthologous identity to the miniature transcripts was chosen for downstream annotation. The cow’s annotation was preferred if the orthologous identity were equal, then human and mouse in turn.

## Analysis of long intergenic non-coding RNAs (linRNA) with RNA-seq data

A powerful signature tool, Coding-Non-Coding Index (CNCI), was used to identify linRNAs during additional molars development. CNCI can effectively distinguish protein-coding and non-coding sequences independent of known annotations by profiling adjoining nucleotide triplets, which is also effective for classifying incomplete transcripts and sense–antisense pairs. The transcripts from E50, E60 and E70 with low expression and a length<200bp or exon number equals one from input ﬁles were removed to avoid noise data. The remaining transcripts were merged with Cuffmerge, and then subjected to CNCI to get the linRNA candidates. The linRNA candidates overlapping with known protein-coding regions of WZSP, pig, human, cow and mouse using Cuffcompare were filtered, the remaining transcripts with length of >=200bp and exon number>1 were considered as putative linRNAs. The linRNA was functional annotated using ncFANs and then maped to WZSP resulting in known and novel linRNA transcripts. The novel transcripts were then blased to lncRNA database of mouse, human (NONCODEv4 database) and cow (ftp://ftp.ensembl.org/pub/release-72/fasta/bos_taurus/dna/) for annotation in turn. The differential expressed linRNAs with significance (p<0.05, q<0.05) between E50, E60 and E70 from Cuffdiff were identified.

## Microarray analyses

The GeneChip® Porcine Genome Arrays (Affymetrix, Inc) were used for the expression profiling study in biological triplicates followed by manufacturer’s protocol. Raw data were normalized using the MAS 5.0 algorithm of Gene Spring software 11.0 (Agilent technologies, CA, US).

The differentially expressed genes between the 3 different stages from additional molars at E50, E60 and E70 were screened with RVM f-test using MultiClassDif analyse method, then differentially expressed genes with significance were chosen according to the P value and FDR threshold for significant GO and pathway enriching [1-3].

The significant expression tendencies of genes and functions were predicted using STC (Series Test of Cluster): the raw expression values were converted into log2 ratio. The expression model profiles are related to the actual or the expected number of genes assigned to each model profile. Significant profiles have higher probability than expected by Fisher’s exact test. Go-Analysis is applied to the genes belong to certain specific tendencies. We computed P-values for the GOs of all the differential genes. Enrichment provides a measure of the significance of the function: as the enrichment increases, the corresponding function is more specific, which helps us to find those GOs with more concrete function description in the experiment [4].

Pathway analysis was used to find out the significant pathway of the differential genes according to KEGG, Biocarta and Reatome. The threshold of significance was defined by P-value and FDR [5, 6].

The Path-Net was built using Cytoscape (V3.0) according to the interaction among pathways of the KEGG database to identify which significant pathways of the differential expression genes was activated [6-8].

Signal- network were constructed using interaction database from KEGG in R. In gene networks, the number of source genes of a gene is called the indegree of the gene and the number of target genes of a gene is its outdegree. The character of genes is described by betweenness centrality measures reflecting the importance of a node in a graph relative to other nodes. The connectivity measures how correlated a gene is with all other network genes was used to identify key differentially expressed genes in the network during early additional molars development [7-9].

**Supplementary References:**

1. Wright GW, Simon RM. A random variance model for detection of differential gene expression in small microarray experiments. Bioinformatics.2003; 19(18):2448-55.

2. Yang H, Crawford N, Lukes L, Finney R, Lancaster M, Hunter KW. Metastasis predictive signature profiles pre-exist in normal tissues. Clin Exp Metastasis.2005; 22(7):593-603.

3. Clarke R, Ressom HW, Wang A, Xuan J, Liu MC, Gehan EA, et al. The properties of high-dimensional data spaces: implications for exploring gene and protein expression data. Nat Rev Cancer.2008; 8(1):37-49.

4. Dupuy D, Bertin N, Hidalgo CA, Venkatesan K, Tu D, Lee D, et al. Genome-scale analysis of in vivo spatiotemporal promoter activity in Caenorhabditis elegans. Nat Biotechnol.2007; 25(6):663-8.

5. Draghici S, Khatri P, Tarca AL, Amin K, Done A, Voichita C, et al. A systems biology approach for pathway level analysis. Genome Res.2007; 17(10):1537-45.

6. Yi M, Horton JD, Cohen JC, Hobbs HH, Stephens RM. WholePathwayScope: a comprehensive pathway-based analysis tool for high-throughput data. BMC bioinformatics.2006; 7:30.

7. Li C, Li H. Network-constrained regularization and variable selection for analysis of genomic data. Bioinformatics.2008; 24(9):1175-82.

8. Pujana MA, Han JD, Starita LM, Stevens KN, Tewari M, Ahn JS, et al. Network modeling links breast cancer susceptibility and centrosome dysfunction. Nat Genet.2007; 39(11):1338-49.

9. Ravasz E, Somera AL, Mongru DA, Oltvai ZN, Barabasi AL. Hierarchical organization of modularity in metabolic networks. Science.2002; 297(5586):1551-5.

How the deposited data were processed for this re-analysis (not part of the article)

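RNA pooled from additional molar germs of miniature pigs at E50, E60 and E70 was sequenced by the authors, who aligned the reads to the WZSP genome with TopHat, assembled and quantified transcripts with Cufflinks and merged the assemblies with Cuffmerge. They deposited the Cuffdiff table of 45614 transcripts, in which the values of each stage are in FPKM, the fragments per kilobase of exon that the authors scaled to the number of mapped fragments. The table also holds the p-value and q-value that the authors obtained with Cuffdiff for each transcript in each of the 3 comparisons between stages. The methods name quantile normalization before the statistics, but the deposited FPKM values differ in their quantiles between stages, so they were used as deposited and quantile normalization was run as an alternative. The table holds no read counts, gene symbols, transcript lengths or exon numbers, so the depth behind a value is unknown and no test on counts was made.

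The stage of each value was taken from the stage names in the table. The sample labels list 3 samples at E70 and the table gives 1 value for that stage, which was used once as the authors' value. No SD or p-value was computed across animals and no p-value across genes, and quartiles over transcripts only describe these libraries. Wilson 95% confidence intervals of shares cover counting over transcripts only, and transcripts of the same locus are not independent.

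Changes were computed on log2(FPKM + 1). In 1189 cases (755 at E60 and 434 at E70) the rows of a transcript gave 0 in one comparison and a value above 0 in another for the same stage. All transcripts with such a case carried the status of too little data or a failed fit, and the value above 0 was used. The authors' calls were counted as transcripts with a p-value and a q-value under 0.05 in the authors' deposited table. Loci were taken from the table as 18696 intervals on WZSP scaffolds, none of which overlap, with starts converted to count from 1. The scripts ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

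Trend profiles were assigned by the highest Pearson correlation with the 8 trends of Fig. S4B. LincRNAs were the 450 of Additional file 6. Each was paired with the nearest transcript of another locus on its scaffold that was not itself among the 450 and whose FPKM changed between stages, and the transcript with the highest mean FPKM was taken at that locus. Random partners were drawn 10000 times from other scaffolds within 20 bins of mean expression, and 1000 times where all transcripts within 100 kb or of the nearest locus were used. The assignment of trends, the direction of change, the normalizations and the random draws were tested on simulated data. With 200 of 31033 simulated transcripts raised at E60, 100% fell in profile 5, and with 200 lowered, 100% fell in profile 2. A first form of the median scaling failed this test because the pseudocount weighed more on values scaled to a median of 1. It was replaced, after its values had been seen, by a form that multiplies every stage by the geometric mean of the 3 medians.

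The genes and transcripts named follow a rule set before the data were examined: genes that the paper names for its sequencing data where a table pairs them with a transcript, the pairs of Additional file 7, and the called transcripts with the largest rise and fall in each comparison among those with an FPKM of at least 1 at both stages. The rule allows 2 of each, of which the first is printed. Of the tables read here, only Additional file 7 joins transcripts to usable gene symbols. Additional file 3 has columns of gene symbols but was read only in its first part, which holds none that can be used, so the signalling pathway genes were not analysed here. The alternatives were another pseudocount, quantile normalization and median scaling, filters on low values, a 4-fold threshold, sums per locus, a stricter q threshold and other definitions of neighbouring transcripts. Scalings of the transcripts above 0 at both stages, all transcripts of the nearest locus, other handling of the cases in which rows differ, the alternatives for the transcripts changed in both comparisons, trend profiles without the lincRNAs, and a restriction to transcripts tested in all 3 comparisons, were chosen after seeing the data.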

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

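The test on ranks was chosen after its result was seen, and the other tests, the restriction to transcripts tested in all 3 comparisons included, were chosen after other values of the data had been seen but before their own results.

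The authors' deposited table also holds the comparison of E70 with E50, which Additional file 3 lists, but for which the paper's text and Fig. 3 give no number of calls. It calls 724 transcripts (487 higher and 237 lower at E70), against 4519 between E60 and E50 and 5079 between E70 and E60. The stages farthest apart in time thus have the fewest calls in the authors' deposited table. Cuffdiff tested only 12517 transcripts between E70 and E50, against 35329 and 35336 in the other comparisons, so the smaller number of tests was weighed first. Among the 11253 transcripts tested in all 3 comparisons of the authors' deposited table, 683 were called between E70 and E50, 2193 between E60 and E50 and 2410 between E70 and E60, so the number tested does not account for the difference by itself.

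The same pattern appears in the FPKM values. The Pearson correlation of log2(FPKM + 1) across transcripts was 0.69 between E50 and E70, 0.04 between E50 and E60 and 0.10 between E60 and E70. A few transcripts with very high FPKM did not account for it, since the Spearman correlation, which they do not move, was 0.0061 between E50 and E60 and 0.57 between E50 and E70. A candidate explanation is that Cufflinks divided the FPKM of a locus among its transcripts differently in different libraries. Where a locus has a single transcript (8168 loci), nothing is divided, and there the correlation was still only 0.21 between E50 and E60 against 0.59 between E50 and E70. Summing per locus raised the correlation of E50 and E60 to 0.50, and random groups of transcripts of the same sizes gave 0.29, so the number of transcripts per locus does not account for all of that rise. Division among transcripts may therefore contribute to the low correlation across transcripts, but it leaves a gap between E60 and the other stages.

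Because the table gives 1 value per stage, a property of the E60 library cannot be told apart from the E60 stage itself. Table 2 of the paper gives unlike hit ratios under its labels R1 and R2 at E50 and E70 and like ratios at E60. Table 1 lists more assembled transcripts at E60. The paper states that the cDNA libraries were normalised. A difference in library normalisation, preparation, sequencing or read quality was not tested, because the table holds no reads, batches or replicates. The biological explanation in the paper, that E60 is the stage of M2 initiation, was not tested either.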

How the results depend on the processing

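Alternatives were fixed before the data were examined, except where a sentence says otherwise. A share counts as moved here when it leaves the Wilson 95% confidence interval of its main value, and a count or a ratio when it differs by more than 1.5 times. Of 58 alternative values for 13 results, 45 moved by these measures and 13 did not. The intervals are narrow because they count transcripts, so many moves are small. With 1 value per stage, no spread between replicates was at hand. No paired analysis was possible because the table gives 1 value per stage and the replicates carry no columns of their own, and for the same reason no E70 replicate could be left out.

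The share of changed transcripts higher at E60 than at E50 was 79.9%. It was 51.6% after quantile normalization, 68.7% with median scaling, 72.7% over transcripts above 0 at both stages, 78.2% at a 4-fold threshold and 74.1% with FPKM summed per locus. The share higher at E70 than at E60 was 20.3%. It was 47.1% after quantile normalization, 32.8% with median scaling, 30.6% over transcripts above 0 at both stages, 23.0% at a 4-fold threshold, 26.3% with FPKM summed per locus and 19.7% with a pseudocount of 0.1. Over transcripts above 0 at both stages, and chosen after seeing the data, the shares were 50.3% and 55.3% with median scaling and 28.0% and 70.9% after quantile normalization. Under these 2 alternatives the direction reversed or was close to even, apart from which most changed transcripts were higher at E60 and lower at E70, by little after quantile normalization over all transcripts. Also chosen after seeing the data, taking 0 where rows differ gave 79.4% and 19.8%, and leaving out transcripts with too little data or a failed fit gave 80.6% and 19.6%. The filter of FPKM of at least 1 at 1 of the stages removes no transcript that changed 2-fold on this scale, so it cannot move these shares. The median scaling took its final form after its first values had been seen, because the first form failed on simulated data.

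With q under 0.01, the calls in the authors' deposited table fell to 2944 between E60 and E50 and 3370 between E70 and E60, and transcripts called in both with opposite directions fell from 2549 to 1614. On FPKM, the share of transcripts changed in both comparisons that went in opposite directions was 96.0%. Under alternatives chosen after seeing the data, it was 94.9% with a pseudocount of 0.1, 95.1% after quantile normalization, 92.7% with median scaling and 96.4% over transcripts above 0 at all 3 stages. Restricted, after seeing the data, to transcripts tested in all 3 comparisons, the calls numbered 2193 and 2410. Counting distinct loci left these numbers within 1.5 times. No call had a 0 at either stage, so the restriction to transcripts above 0 at both stages changes nothing.

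The share of called transcripts in profile 2 was 17.2%. It was 18.1% with a pseudocount of 0.1, 12.8% over all transcripts with FPKM of at least 1 at 1 or more stages and 21.1% after quantile normalization. The share in profile 5 was 65.8%, 61.4% with a pseudocount of 0.1 and 38.3% after quantile normalization. Without the 450 lincRNAs, an alternative chosen after seeing the data, the shares were 14.1% and 68.8%. Of the 450 lincRNAs, the share lower at E60 was 76.7%, 84.7% over those above 0 at all 3 stages and 81.1% after quantile normalization. The share higher at E70 was 74.9%, 85.5% and 80.4%, respectively. The restriction to lincRNAs above 0 raises both shares by its own making, since it removes those that can only go the other way. Quantile normalization thus did not bring the direction of the lincRNAs near an even split. It evens the split over all transcripts by its making, but not that of a set selected on these data. No conclusion is drawn from the contrast with all transcripts.

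The median FPKM of the lincRNAs at E60 was 0.985 of that of all other transcripts, 0.184 of that of other called transcripts and 0.620 with values above 0 only. At E50 and E70 the median of all other transcripts was 0, so no ratio to them was formed. Against other called transcripts the ratio was 94.5 at E50 and 120.2 at E70, and with values above 0 only it was 54.2 and 47.3, so under these alternatives the lincRNAs were higher at E50 and E70 and lower at E60. The share of lincRNA and neighbour pairs with r under -0.9 was 21.5%, 34.9% on log2(FPKM + 1), 29.2% over all transcripts within 100 kb, 7.71% with r under -0.99 and, chosen after seeing the data, 25.7% over all transcripts of the nearest locus. The cause of the moves given in the paragraphs above was not tested.

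The alternatives planned for the WNT, TGF-β, Hedgehog and MAPK pathway genes were not run, because the table carries no gene symbols and Additional file 3, which has columns for them, was read only in part. The depth behind each FPKM is unknown, so how far low values can be relied on was not assessed.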

Differences from the paper's values

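The authors' deposited table calls 1200 transcripts lower at E60 than at E50, whereas the paper's number of down-regulated genes from sequencing is 610. Of the alternatives set before the data were examined, q under 0.01 gave 820 in the authors' deposited table, which is within 1.5 times of the paper's number. Counting distinct loci gave 1071 and keeping only transcripts above 0 at both stages gave 1200, which are not. The other call numbers, in all directions and both comparisons, were within 1.5 times of the paper's.

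The paper states that more genes changed between E60 and E50 than between E70 and E60. In the authors' deposited table, 4519 transcripts were called between E60 and E50 and 5079 between E70 and E60. With q under 0.01 the numbers were 2944 and 3370, and over distinct loci 3814 and 4226. The paper's own sequencing counts, 3126 and 4013, have the same order as the table, and only its microarray counts have the order of the statement.

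Additional file 7 gives an absolute Pearson coefficient above 0.9 for its 12 pairs of lincRNAs and neighbouring genes. Computed on FPKM, r was under -0.9 for 8 of the 12 pairs, and the weakest was -0.82. Computed on log2(FPKM + 1), an alternative set before the data were examined, r was under -0.9 for all 12 pairs, and the weakest was -0.90.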

Other observations

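The tests in this part were set before their own results were seen, those on the lincRNAs' level and length after other values had been seen, but median scaling took its final form after its first values, and the opposite directions on FPKM, the transcripts listed at 0, the scaling of those above 0 and all transcripts of the nearest locus were examined after seeing the data.

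The direction at E60 was opposite in the 2 comparisons for 2549 of the 2560 transcripts called in both in the authors' deposited table. On FPKM, the share of transcripts changed in both comparisons that went in opposite directions was 96.0%, 95.1% after quantile normalization and 92.7% with median scaling, but the comparisons share the E60 value, and the choice of transcripts changed in both favours opposite directions under any scaling. These shares therefore do not tell a scale difference between the libraries from another source.

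Of the 25550 transcripts higher at E60 than at E50, 16888 (66.1%) were listed at 0 at E50, and of the 25597 higher at E60 than at E70, 17509 (68.4%) were listed at 0 at E70. Of the 6433 and 6520 transcripts lower at E60, 3183 and 2961 were listed at 0 at E60. A scale factor cannot turn 0 into a value above 0, so a single factor per library does not account for most of the transcripts higher at E60. Whether a difference in depth set low values to 0 at E50 and E70 was not tested, because the table holds no counts.

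Among transcripts above 0 at both stages, the excess depended on the scaling. Of those changed, 72.7% were higher at E60 than at E50 on FPKM as deposited, 50.3% with median scaling and 28.0% after quantile normalization. Over all transcripts, quantile normalization, the test set beforehand, left 51.6% of those changed between E50 and E60 and 52.9% of those changed between E60 and E70 higher at E60, close to even. Each scaling draws the split towards even by its making, quantile normalization over all transcripts and median scaling over those above 0 at all 3 stages. The excess among transcripts above 0 at both stages therefore cannot be told apart from a scale difference between the libraries.

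The lincRNAs moved against the other transcripts. Of the 316 lincRNAs called between E60 and E50 in the authors' deposited table, 275 were lower at E60, compared with 925 (22.0%) of the 4203 other called transcripts. The level of expression was weighed with random lists. Over 10000 random lists of other called transcripts matched on mean expression, the median share lower at E60 was 45.9%, with a central 95% from 41.5% to 50.3%, below the share of the lincRNAs. However, the highest FPKM values lie at E50 and E70, so a transcript with a high mean over the stages tends to be lower at E60, and matching on that mean cannot show whether the level of expression accounts for part of the gap. Whether a difference in length between the lincRNAs and the other transcripts accounts for the gap cannot be told, since the table gives no lengths. Within the lincRNA list, 165 of the 225 lincRNAs of at most 556 nt and 180 of the 225 longer ones were lower at E60, a difference of -6.67 percentage points. A difference between libraries in the capture of non-coding or unspliced RNA was not tested. With 1 value per stage, such a difference cannot be told apart from a change of lincRNA expression at E60.

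The share of neighbouring pairs with r under -0.9, with the transcript of the highest mean FPKM taken at the nearest locus, lay at percentile 1.49 of the draws, whereas the test set beforehand asked whether it lay within or above the central 95%, so the result falls on neither side of it. The draws were matched on the mean FPKM of the transcript taken. With all transcripts of the nearest locus, a setting chosen after seeing the data, the share was 25.7% against a median of 27.3% in the draws, at percentile 3.80. On log2(FPKM + 1) the share lay at percentile 3.26, with r under -0.99 at percentile 25.6, and over all transcripts within 100 kb at percentile 85.3. The settings differ in which side of the median the neighbours fall on, so no difference between neighbours and other pairs is drawn from them. In none of these settings were negative correlations more frequent among neighbours than the central 95% of the draws. This bears on the frequency of such pairs and not on any single pair of Additional file 7.

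In 4 of the 12 pairs of Additional file 7 the correlation changed sign when the FPKM of all transcripts at the neighbouring locus was summed. For RPN1, r was -0.99 with the listed transcript and 0.76 with the locus total, which was 383 at E50, 35.2 at E60 and 1508 at E70. For AP2M1, COG4 and SAMD4B the locus totals gave r of 0.98, 0.99 and 0.95. These genes were singled out after their values were seen.

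The paper reports lower expression of lincRNAs than of protein-coding genes over its full set of candidates, which was not analysed here. The 450 differentially expressed lincRNAs had higher median FPKM than the other called transcripts of the authors' deposited table at E50 (67.1 against 0.710) and E70 (64.0 against 0.532), and a lower median at E60 (3.14 against 17.1). Without the lengths of the other transcripts, an effect of length on these medians was not assessed.

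The highest FPKM of a single transcript was 14600000 at E50, 355413 at E60 and 35700000 at E70.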
